# A comparison of transcriptomic patterns measured in the skin of Chinese fine and coarse wool sheep breeds

**DOI:** 10.1038/s41598-017-14772-4

**Published:** 2017-10-30

**Authors:** Lichun Zhang, Fuliang Sun, Haiguo Jin, Brian P. Dalrymple, Yang Cao, Tian Wei, Tony Vuocolo, Mingxin Zhang, Qinlin Piao, Aaron B. Ingham

## Abstract

We characterised wool traits, and skin gene expression profiles of fine wool Super Merino (SM) and coarse wool Small Tail Han (STH) sheep. SM sheep had a significantly higher total density of wool follicles, heavier fleeces, finer fibre diameter, and increased crimp frequency, staple length and wool grease (lanolin) production. We found 435 genes were expressed at significantly different levels in the skin of the two breeds (127 genes more highly in SM and 308 genes more highly in STH sheep). Classification of the genes more highly expressed in SM sheep revealed numerous lipid metabolic genes as well as genes encoding keratins, keratin-associated proteins, and wool follicle stem cell markers. In contrast, mammalian epidermal development complex genes and other genes associated with skin cornification and muscle function were more highly expressed in STH sheep. Genes identified in this study may be further evaluated for inclusion in breeding programs, or as targets for therapeutic or genetic interventions, aimed at altering wool quality or yield. Expression of the lipid metabolic genes in the skin of sheep may be used as a novel trait with the potential to alter the content or properties of lanolin or the fleece.

## Introduction

Sheep (*Ovis aries*) are renowned for their ability to produce the natural fibre wool which is an important agricultural commodity used in clothing and textiles. Wool is produced by wool follicles that form across the skin surface *in utero* in a process that is complex and involves many different proteins^1^. The wool fibre is made of terminally differentiated dead keratinocytes which are produced by the wool follicle and has been shown to comprise numerous keratins (KRTs) and keratin-associated proteins (KRTAPs)^2,3^, and an interfilamentous matrix comprised predominantly of KRTAPs, trichohyalin and other proteins^4^. The spatial organization of these proteins and the nature of their chemical bonding in the matrix are thought to largely determine the physical properties of the fibre^5–8^.

The wool follicle is a regenerating mini-organ comprised of the dermal papilla, sebaceous gland, sweat gland and arrector pili muscle^9^ that undergoes a variable cycle of growth (anagen), apoptosis-mediated regression (catagen) and relative quiescence (telogen)^10^. In sheep, this cycle lasts up to two years but this varies greatly between breeds of sheep, and is affected by hormones^11^. Gene expression studies using sequencing, microarray and real time PCR approaches have been undertaken in order to identify signals driving follicle growth and development in different species. In sheep or goat, the gene expression patterns have been explored for genes associated with particular fibre traits, or the expression pattern in different wool follicle cycle phase^12–15^. Some important genes have been associated with traits including fibre diameter^16^, color^17,18^, crimp frequency (or the number of waves per cm of wool fibre length) waves^19,20^, development of secondary follicle^21,22^ or presence of wool follicles^23,24^.

Two breeds of sheep commonly found in China are the Super Merino and the Small Tail Han sheep breeds. The Super Merino (SM) sheep is a new sheep breed approved by the Chinese government in 2014. The breed resulted from crossbreeding Australian male Merino sheep with Chinese Merino, Xinji Fine wool and other local fine wool female sheep in Xinjiang, Jinlin and other localities. SM sheep are known for high quality wool production, with average diameter of the wool ranging from 17.0 to 19.0 µM and average length of wool staples ranges from 8.5 to 11 cm. The Small Tail Han (STH) sheep is an indigenous sheep breed that is well adapted to the local conditions and is renowned for its precocious reproductive ability (fecundity >200%) and wool that is coarser (broad diameter), medullated or heterotypical hair^25^.

In this study, we measured and compared wool morphological phenotypes, hormone levels and transcript profiles between SM sheep and STH sheep in samples collected when the follicles were expected to be in anagen phase. In comparison to STH sheep, we found that the wool of SM sheep was of higher quality, having finer diameter, increased crimp frequency and staple length, as well as being produced from fleeces of increased weight and skin with a greater density of wool follicles. Transcript profiling revealed that genes associated with skin development, lipid/fatty acid metabolism, hair follicle stem cells, such as *FOXI3*, *CD200*, *CD2*4, and fibre shaft structural genes, including *KRTAP1-1* and *KRTAP6-1*, were expressed at higher levels in SM sheep. In contrast, mammalian epidermal development complex (EDC) family genes and other genes associated with skin cornification and muscle function were more highly expressed in STH sheep, consistent with the thickened epidermis and significantly larger primary follicles and increased density of primary follicles, with associated arrector pili muscles, observed in the skin of STH sheep.

## Results

### Characterization of sheep wool and follicle traits

In order, to compare the morphological and production traits of wool between SM and STH sheep, we collected the fleece samples and recorded Greasy fleece weight (GFW), ratio of clean fleece, Fibre Diameter (FD), Staple length (SL), crimp frequency and lanolin content. The results are shown in Table 1 and reveal that significant differences exist between the two breeds for every trait recorded.

**Table 1:** Comparison of wool traits between Super Merino and Small Tail Han sheep.

Wool traits	Super Merino sheep (n = 8)	Small Tail Han) sheep (n = 8)
Greasy fleece weight (kg)	3.67 ± 0.24**	1.43 ± 0.15
Wool yield (%)	56.04 ± 3.58	61.24 ± 3.69*
Staple length (cm)	9.75 ± 1.02**	6.40 ± 0.94
Fibre Diameter (µm)	17.30 ± 0.56	34.18 ± 2.64**
Crimp Frequency n/2.5 cm	13.43 ± 1.21**	4.26 ± 0.57
Lanolin (%)	14.35 ± 2.18**	4.13 ± 0.77

**P < 0.01 and *P < 0.05.

The skin and follicle morphology was evaluated by microscopy and representative examples are pictured in Fig. 1. As shown in Table 2, the wool follicle density and ratio of secondary to primary follicles were significantly higher in SM sheep. The diameter of dermal papilla and internal root sheath, especially in primary follicles, were smaller in SM sheep than those in STH sheep (Table 2). In transverse section, the skin of STH sheep was more than 250 μm thicker than that of SM sheep, mostly due to a thicker dermal layer. Overall, the wool follicles from the two breeds had similar morphological characteristics indicative of the anagen phase, with the follicle passageway extending from the dermal papilla to the skin, and the dermal papilla and inner root sheath visible and active (Fig. 1).

**Figure 1:**
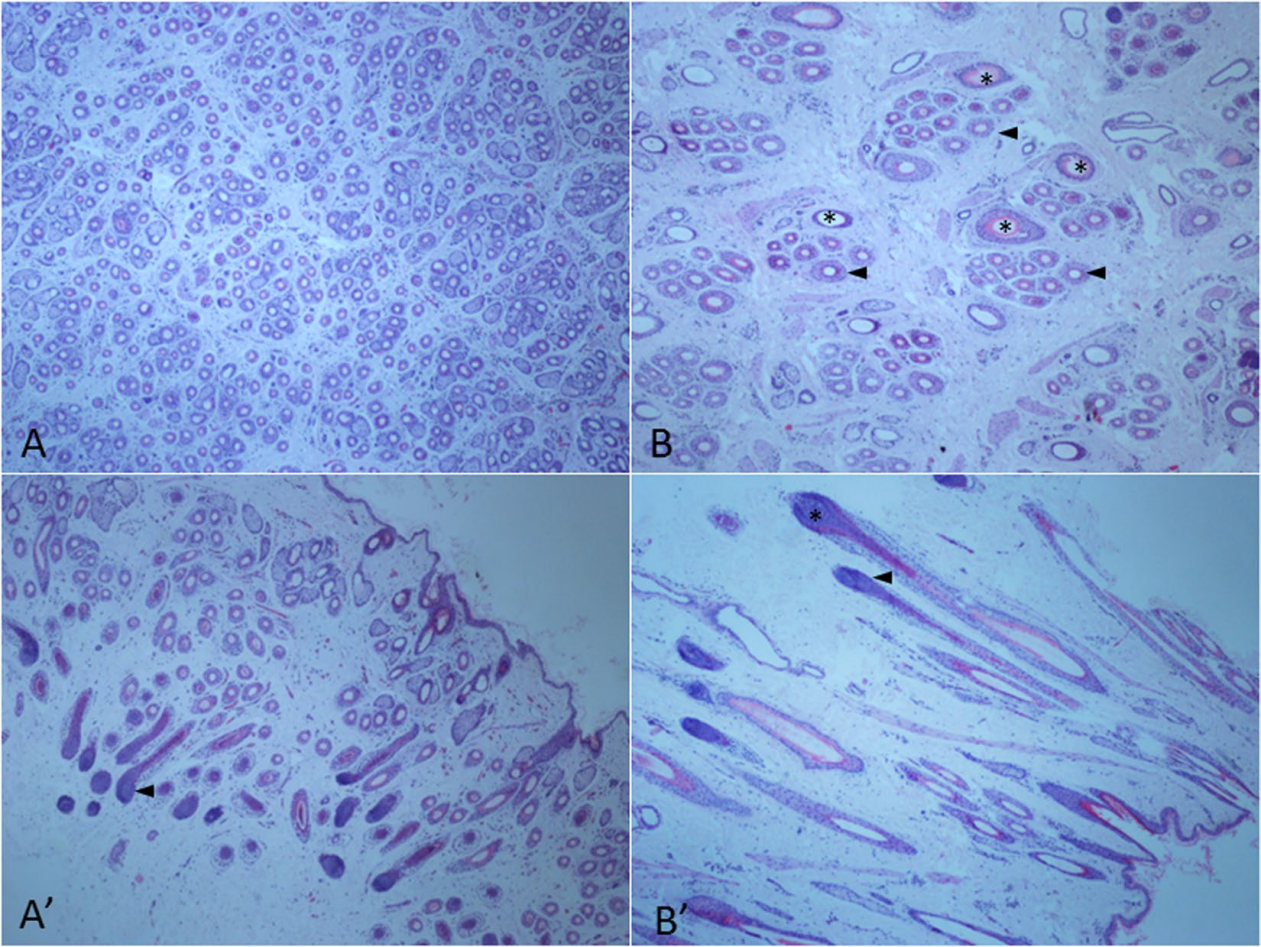
Histological analysis of fixed and hematoxylin-eosin stained skin tissue from Super Merino and Small Tail Han sheep shown at 40 × magnification. Representative primary wool follicles are indicated with stars and arrows indicate the secondary wool follicles. (**A**) Cross section SM sheep. (**A**’) Transverse section of SM sheep. (**B**) Cross section STH sheep. (**B**’) Transverse section of STH sheep.

**Table 2:** Comparison of skin structure and hair follicle traits between Super Merino and Small Tail Han sheep.

traits	Super Merino sheep (n = 8)	Small Tail Han sheep (n = 8)
Skin thickness (µm)	1355.1 ± 91.0	1612.2 ± 73.5**
Epidermal thickness (µm)	18.9 ± 0.3	23.9 ± 0.5
Dermal thickness (µm)	1335.5 ± 90.2	1602.0 ± 64.6
Diameter of primary dermal papilla (µm)	126.4 ± 8.0	141.7 ± 7.6**
Diameter of primary fibre	20.5 ± 0.8	44.5 ± 3.2**
Diameter of secondary dermal papilla (µm)	53.8 ± 2.9	61.0 ± 3.3**
Diameter of secondary fibre	19.4 ± 1.0	35.2 ± 4.7**
Total density of wool follicles (per mm^2^)	69.5 ± 2.9**	31.0 ± 3.1
Density of primary wool follicles (per mm^2^)	3.4 ± 1.3	4.6 ± 1.8
Ratio of secondary wool follicles to primary wool follicles	19.4 ± 3.6**	5.8 ± 3.7

**P < 0.01 and *P < 0.05.

### Quantification of circulating hormone level

As shown in Fig. 2 no significant differences in the circulating level of Fibroblast growth factor 5 (FGF5), Epidermal growth factor (EGF), Vascular endothelial growth factor A (VEGFA), Insulin-like growth factor 1 (IGF1), Growth hormone (GH), Melatonin (MT), and two thyroid hormones triiodothyronine (T3) and tetraiodothyronine or thyroxine (T4) were determined between SM and STH sheep.

**Figure 2:**
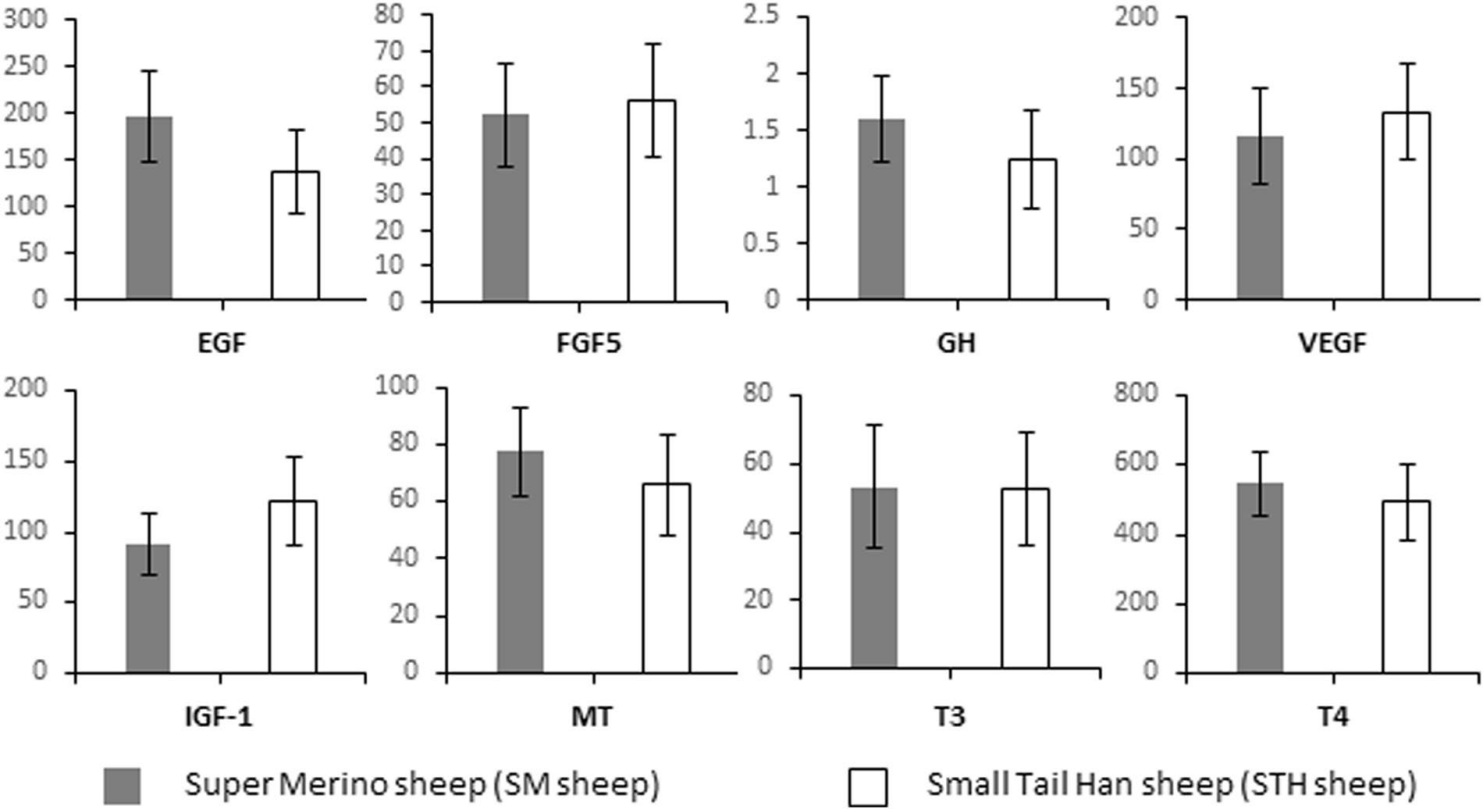
Hormone levels determined by ELISA in blood sampled from Super Merino and Small Tail Han sheep during Autumn. No significant differences were detected between the sheep breeds.

### Transcriptome of sheep skin by RNA sequencing

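Skin RNA from 3 SM and 3 STH sheep was sequenced as 6 paired-end libraries, 1 for each sheep. The SM sheep are labelled 128, 30034 and 30126, and the STH sheep XW3, XW5 and XW8. The paper gives the age of the ewes as 6 months, whereas the sample records give 9 months. The authors mapped the reads to the sheep genome Oar_v4.0 in CLC Genomics Workbench and deposited, for each of 28394 genes, the total count as a whole number without normalization, together with RPKM, TPM and a CPM scaled to an effective library size. The total counts were 28870583, 44645091 and 42616110 in SM sheep 128, 30034 and 30126, and 30868650, 41957554 and 29690658 in STH sheep XW3, XW5 and XW8. These totals are lower than the numbers of reads in Table S1, which also include intronic, intergenic and unmapped reads, and the values reported here use the total counts. At these depths 3 counts of a gene correspond to between 0.0672 and 0.104 CPM, and such a floor covers counting error only. A count above 0 in at least 1 sheep was present for 17823 genes. Further genes, among them the 13 genes of the mitochondrial genome, had an RPKM above 0 in at least 1 sheep but a total count of 0 in all 6 sheep, and they are outside every test on counts. From Table S1, intronic fragments made up 21.5%, 16.7% and 11.1% of the unique fragments of SM sheep 128, 30034 and 30126, and 17.4%, 20.8% and 20.7% of those of STH sheep XW3, XW5 and XW8. Counts were normalized by edgeR's TMM method, and the breeds were compared by edgeR's quasi-likelihood test over the 15320 genes with at least 10 counts in at least 3 sheep, with Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p under 0.05 and an absolute log2 fold change over 0.585. All log2 fold changes are SM over STH, so that positive values are higher in SM sheep. With 3 sheep against 3, an exact two-sided permutation test cannot give a p below 0.1, which is reached when all sheep of one breed lie above all sheep of the other.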

The map rate of unique reads from the sequenced skin RNA of SM and STH sheep above 0.87. Detailed results of the RNA sequencing and assembly are shown in Table S1. 

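Principal component analysis was recomputed from log2 CPM over the 17823 genes with at least 1 count, centred and not scaled. The first principal component held 40.7% of the variance and the second 16.9%. The scores on the first component were -4.32 for SM sheep 128, 28.89 for 30034 and 80.75 for 30126, and -18.29 for STH sheep XW3, -51.32 for XW5 and -35.72 for XW8. All 3 SM sheep therefore lay above all 3 STH sheep (exact two-sided permutation test, p = 0.1, the smallest p that 3 sheep against 3 allow). The gap between the breeds, from -4.32 to -18.29, was smaller than the distance from SM sheep 128 to either of the other SM sheep. The share of variance moved most when RPKM was used in place of counts, to 48.7%, and the breeds were again separated. Across the 6 sheep the score on the first component was correlated with the intronic share of Table S1, with a Pearson r of -0.89 (exact permutation p = 0.025, adjusted p = 0.0521 over 3 relations) and a Spearman rho of -0.66 (exact permutation p = 0.175, adjusted p = 0.263). Without the 2 sheep farthest from the median intronic share, r was also -0.89. Within the breeds, from the deviations of each sheep from its breed mean, r was -0.98 (exact permutation p = 0.0278, adjusted p = 0.0833).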

Principal component analysis (PCA) of all mapped genes showed that SM and STH sheep breeds could be distinguished by breed along the axis of the first principal component (Figure S1). After normalization a total 435 differentially expressed genes (DEGs) (|log2^FoldChange^| >0.585 and, false discovery rate [FDR] <0.05) were identified between the groups comprising 127 genes more highly expressed in SM skin and 308 genes in STH sheep skin (Table S2, Figure S2).

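With the quasi-likelihood test, 0 genes passed both thresholds in either direction among the 15320 genes tested. The smallest adjusted p was 0.0606, for RPTN. At an unadjusted p under 0.05 there were 2762 genes, 1104 higher in SM sheep and 1658 higher in STH sheep. This balance reversed with upper quartile normalization, to 1437 higher in SM and 1402 higher in STH sheep. As each sheep was left out, the total at an unadjusted p under 0.05 ranged from 1108 (without STH sheep XW5) to 4609 (without SM sheep 128). All 3 SM sheep lay above all 3 STH sheep for 1888 of the tested genes, and the reverse held for 2036. Of the 435 genes in Table S2, 425 were tested. Their log2 fold changes had a median absolute difference of 0.0036 from those of Table S2, and all 425 had the direction given there. Each of the 425 had an unadjusted p under 0.05, and their adjusted p lay between 0.0606 and 0.262 with a median of 0.240. The count of genes past the thresholds depended on the test, and the paper names the EdgeR algorithm but not which of its tests was used. DESeq2 moved it most among tests of all 6 sheep, to 156 genes higher in SM and 283 higher in STH sheep, of which 323 are in Table S2. With edgeR's likelihood ratio test there were 133 and 219 genes, of which 277 are in Table S2. Leaving out SM sheep 128 from the quasi-likelihood test gave 203 genes higher in SM and 972 higher in STH sheep.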

Gene ontology analysis on the sets of genes found to be more highly expressed in SM sheep (127 genes) versus those in STH sheep (308 genes) are presented in Tables 3 and 4 respectively. In SM sheep, three sets of genes were identified in multiple classifications. One set of genes was associated with the type I interferon signal pathway, a further set associated with fatty acid/ lipid biosynthesis process, endoplasmic reticulum membrane, lipid particle, cofactor binding and transferase activity and a final set with the cytoskeletal intermediate filament (Table 3). 

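The gene sets named in Table 3 were taken from these same libraries, so the values here describe them and are not a test of enrichment. The 7 genes of type I interferon signalling found in the files had a median log2 fold change of 2.48, with a range from 0.86 to 3.40. The 11 genes of the lipid biosynthetic process had a median of 0.91 (range 0.69 to 1.17), the 12 of the endoplasmic reticulum membrane 0.92, the 4 of the lipid particle 1.45, the 8 of cofactor binding 0.84, the 6 of transferase activity 1.04, and the 7 of the intermediate filament 1.31. Every gene of these 7 sets was higher in SM sheep. As the mean of each sheep's log2 CPM over the set, the interferon genes gave 4.88 ± 0.78 (SD, n = 3) in SM and 2.59 ± 0.59 (SD, n = 3) in STH sheep. The lipid biosynthetic genes gave 7.92 ± 0.33 (SD, n = 3) and 7.06 ± 0.12 (SD, n = 3). In the mean over each of these 2 sets all SM sheep lay above all STH sheep (exact two-sided permutation test, p = 0.1, the smallest possible). By the quasi-likelihood test none of these genes had an adjusted p under 0.05, although each had an unadjusted p under 0.05. By the likelihood ratio test all 7 interferon genes, 10 of the 11 lipid biosynthetic genes and 2 of the 7 intermediate filament genes passed both thresholds, and by DESeq2 7, 10 and 4. The median of the interferon set moved most without SM sheep 30034, to 1.60. The paper states that 3 sets of genes recur in several classifications of the genes higher in SM sheep.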

In STH sheep, clusters of genes associated with muscle related GO terms, regulation of DNA and expression in the nucleolus and microtubule organizing, cornified envelope and centrosome were identified (Table 4).

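The gene sets of Table 4 were likewise picked from these same libraries, as higher in STH sheep. Their direction and the order of the sheep in them are therefore no independent test. All tested genes of these sets were higher in STH sheep. The median log2 fold change was -1.10 over 16 genes of the muscle system process (range -3.35 to -0.70), -1.05 over 15 genes of the contractile fibre, -0.94 over 8 structural constituents of muscle, -1.08 over 18 centrosome genes (range -1.38 to -0.87), -1.04 over 44 nucleolus genes, -1.02 over 12 genes regulating DNA metabolism and -1.14 over 5 genes of the cornified envelope. The mean log2 CPM over the muscle system process were 4.54 ± 0.34 (SD, n = 3) in SM and 5.94 ± 0.20 (SD, n = 3) in STH sheep. Over the centrosome genes they were 4.65 ± 0.64 (SD, n = 3) and 5.80 ± 0.31 (SD, n = 3). For the centrosome genes SM sheep 128, at 5.34, was closer to STH sheep XW3, at 5.54, than to the other SM sheep, at 4.54 and 4.08. In the mean over each of the muscle, centrosome and nucleolus sets all STH sheep lay above all SM sheep (exact two-sided permutation test, p = 0.1, the smallest possible). No gene of these sets passed the thresholds in the quasi-likelihood test, and with the likelihood ratio test 12 of the 16 muscle genes, 5 of the 18 centrosome genes and 17 of the 44 nucleolus genes did. With DESeq2 these counts were 13, 13 and 29. With the intronic share of each sheep as a covariate, the medians were -0.88 for the muscle system process, -1.004 for the contractile fibre, -0.99 for the structural constituents of muscle, -0.74 for the centrosome and -0.72 for the nucleolus set.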

**Table 3:** Gene ontology analysis of genes more highly expressed in Super Merino sheep using the EnrichR program. (p < 0.001).

Gene Ontology Term	p Value	Gene Ontology Classification	Genes
type I interferon signalling (GO:0060337)	5.94E-09	Biological Process	*IFITM3; OAS1; IFI27; OAS2; MX2; MX1; IFI6; ISG15*
lipid biosynthetic process (GO:0008610)	9.08E-05	Biological Process	*SQLE; FA2H; CERS4; ELOVL1; ACSS2; ELOVL4; MBOAT7; ELOVL3; DHCR24; HMGCR; PLB1*
endoplasmic reticulum membrane (GO:0005789)	2.66E-05	Cellular Component	*SQLE; CERS4; ELOVL1; RSAD2; MBOAT7; FKBP1B; ELOVL3; ALG12; FITM2; LRAT; DHCR24; HMGCR*
lipid particle (GO:0005811)	0.000461	Cellular Component	*RSAD2; PLIN4; CIDEA; PLIN2*
intermediate filament (GO:0005882)	0.000269	Cellular Component	*KRTAP4-9; KRTAP9-2; KRT36; KRTAP6-2; KRT79; KRTAP6-1; KRTAP1-1*
cofactor binding (GO:0048037)	9.57E-05	Molecular Function	*SQLE; SDS; ACAD9; ECI2; DHCR24; HMGCR; TKT; CRYM*
transferase activity (GO:0016747)	0.000825	Molecular Function	*CERS4; ELOVL1; AWAT1; MBOAT7; LRAT; DGAT2L6*

**Table 4:** Gene ontology analysis of genes more highly expressed in Short Tail Han sheep using the EnrichR program. (p < 0.001).

Gene Ontology Term	p-Value	Gene Ontology Classification	Genes
muscle system process (GO:0003012)	2.63E-07	Biological process	*DTNA; CCDC78; ROCK1; ROCK2; TPM2; TPM1; PIK3C2A; ADRA1A; ACTG2; ACTA1; PLN; DES; PIK3CA; SLMAP; SCN7A; DMD; MYH11*
regulation of DNA metabolic process (GO:0051052)	0.000941	Biological process	*DNAJC2; CCDC88A; KITLG; RAD50; STAG2; PIK3CA; ESCO1; ATRX; UBE2V2; NBN; PDS5A; SMC3*
contractile fibre (GO:0044449)	2.1E-07	Cellular component	*SYNPO2; TPM2; TPM1; NEXN; NEB; ADRA1A; SYNE2; SYNE1; ACTA1; DES; CFL2; MYH11; DMD; PGM5; SCN1A*
centrosome (GO:0005813)	3.47E-05	Cellular component	*IQCB1; PPP1R12A; ROCK2; CEP350; CEP120; IFT74; MPHOSPH9; NIN; ODF2L; KIF3A; AKAP9; SASS6; CEP162; PKN2; KIF20B; CEP290; PIBF1; LRRCC1*
cornified envelope (GO:0001533)	7.1E-05	Cellular component	*SCEL; CNFN; RPTN; IVL; HRNR*
microtubule organizing (GO:0044450)	0.000441	Cellular component	*NIN; MPHOSPH9; CCDC78; AKAP9; SASS6; CEP162; CEP83; CEP290*
nucleolus (GO:0005730)	0.000657	Cellular component	*ZNF175; RIF1; CEBPE; ANKRD12; PTEN; PSIP1; PHAX; PDS5A; SMC3; HIF1A; SMC4; SYNE1; SENP6; SGOL2; GOLGA4; HSPH1; DNAJB4; CWC22; NBN; RAB11FIP2; ZC3H15; LRRCC1; IQCB1; DIS3; ZNF260; CEP350; ATRX; DNTTIP2; LARP7; PRPF40A; THAP2; UGDH; PM20D2; RAD50; NIN; CREB1; STAG2; ZNF638; PKN2; PPIG; KIF20B; BDP1; CLOCK; BIRC3*
structural constituent of muscle (GO:0008307)	6.09E-07	Molecular function	*PDLIM3; MYBPC2; TPM2; TPM1; NEXN; MYH11; DMD; NEB*

### Analysis of genes associated with sheep skin and wool

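The files hold 8 genes that are named as keratin-associated proteins by their symbol, by the paper or by the name table. Their median log2 fold change was 1.30, with a range from 0.24 to 2.84. All 8 were higher in SM sheep, but LOC105611408 changed sign, to -0.40, with the intronic share as a covariate, and also without SM sheep 30126 or without STH sheep XW5. KRTAP6-1, on chromosome 1 of Oar_v4.0 from 123206755 to 123207367, had 780.03 ± 332 CPM (SD, n = 3) in SM and 294 ± 154 (SD, n = 3) in STH sheep, a log2 fold change of 1.41 (standard error 0.45, adjusted p = 0.247 from edgeR's quasi-likelihood test). KRTAP1-1, on chromosome 11 from 40771911 to 40779617, had a log2 fold change of 1.01 (standard error 0.31, adjusted p = 0.247). LOC101114537 and LOC101115634, which lie near it on chromosome 11 from 40877006 to 40878061 and from 40898198 to 40899119, had log2 fold changes of 1.41 (standard error 0.56, adjusted p = 0.261) and 1.31 (standard error 0.47, adjusted p = 0.255). LOC105605703 had the largest change, 2.84 (standard error 0.69, adjusted p = 0.230), at low expression, with 3.28 ± 2.17 CPM (SD, n = 3) in SM and 0.466 ± 0.316 (SD, n = 3) in STH sheep. It was the only one of the 8 to pass both thresholds in the likelihood ratio test, with an adjusted p of 0.00771, and with DESeq2 3 of the 8 passed. For the keratins, KRT79 had 877 ± 111 (SD, n = 3) and 445 ± 75.9 (SD, n = 3) CPM, a log2 fold change of 0.98 (standard error 0.18, adjusted p = 0.159). KRT36 had a log2 fold change of 0.80 (standard error 0.26, adjusted p = 0.247). For KRTAP6-1, KRTAP1-1, LOC101114537, LOC101115634, LOC105605703, KRT36 and KRT79 all SM sheep lay above all STH sheep. STH sheep XW5 had the lowest value of the 6 sheep in 6 of these 7 genes. How the authors' counting treated reads shared between similar KRTAP genes was not tested.

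**Figure D1:**
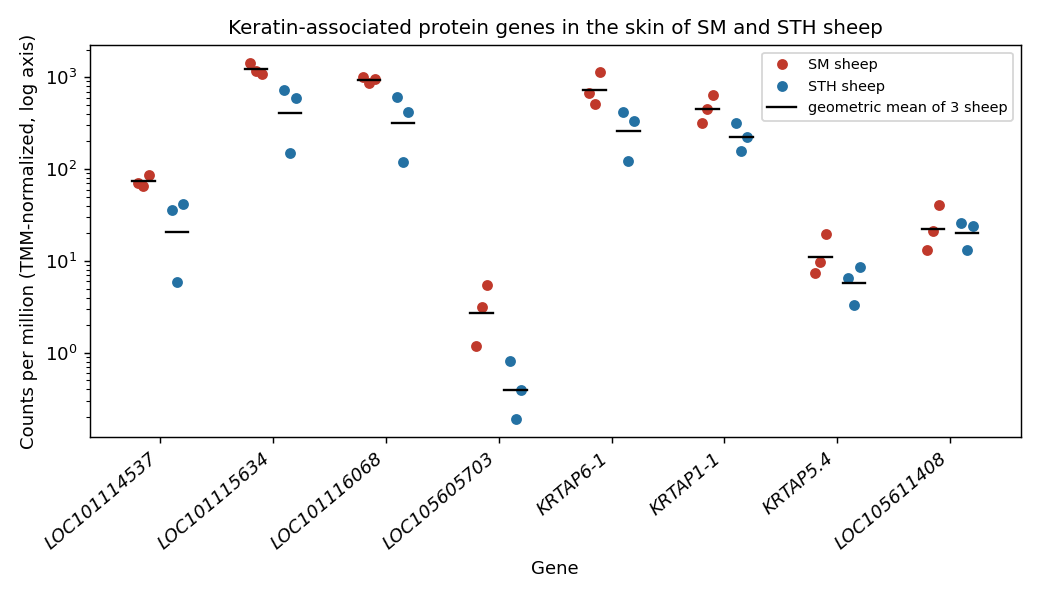
TMM-normalized CPM (log axis) of the 8 KRTAP genes in each of the 3 SM sheep and 3 STH sheep, with a line at the geometric mean of each breed. For LOC101114537 the STH sheep lie at 35.5, 5.85 and 42.1 and the SM sheep at 70.5, 64.9 and 86.5, whereas the breeds overlap for KRTAP5.4 and LOC105611408, the second of which changed sign under 3 of the alternatives.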

A number of the genes that were identified as being more highly expressed in SM sheep were from the keratin (KRT) and keratin associated protein (KRTAP) families, including genes encoding KRT36^26^, KRT79^27^, KRTAP6-1, KRTAP1-1, LOC101114537 (KRTAP4-9L), LOC101115634 (KRTAP9-2) and LOC105605703 (KRTAP6-2L) (Table 5). 

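LOC101116068 lies on chromosome 11 of Oar_v4.0 from 40915453 to 40917620, next to the other KRTAP genes of that cluster. It had 1016.2, 863 and 947 CPM in SM sheep 128, 30034 and 30126, and 615 , 121 and 418 in STH sheep XW3, XW5 and XW8. The means were 942 ± 76.6 (SD, n = 3) and 384 ± 249 (SD, n = 3). The log2 fold change was 1.29 (standard error 0.47, adjusted p = 0.256 from edgeR's quasi-likelihood test), and it stayed between 0.87 and 1.81 as each sheep was left out.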

A further highly expressed gene in SM sheep, *LOC101116068*, encodes keratin-associated protein 9-9-like (KRTAP9-9L). Although this gene was not identified by ontology analysis it is a member of the *KRTAP 9* High/ultrahigh sulphur gene family associated with the hair follicle or fibre shaft^28^. Conversely genes more highly expressed in STH sheep encoded structural proteins of the actin cytoskeleton which compose the muscular cytoskeleton. 

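The 11 actin cytoskeleton genes listed by the paper were all tested and all higher in STH sheep, with a median log2 fold change of -0.90 and a range from -2.18 to -0.72. In 10 of the 11 all STH sheep lay above all SM sheep. ACTA1, on chromosome 25 of Oar_v4.0 from 777575 to 780357, changed most and was low in both breeds, with 1.17 ± 0.611 CPM (SD, n = 3) in SM and 5.32 ± 3.37 (SD, n = 3) in STH sheep. Its log2 fold change was -2.18 (standard error 0.58, adjusted p = 0.240 from edgeR's quasi-likelihood test). DMD, on the X chromosome, had 54.5 ± 9.27 (SD, n = 3) and 89.5 ± 8.11 (SD, n = 3) CPM, a log2 fold change of -0.72 (standard error 0.16, adjusted p = 0.205). For NEB, with a log2 fold change of -1.61 (standard error 0.57), the breeds overlapped. HAP1 had a log2 fold change of -1.31 (standard error 0.42), which lay between -1.67 and -0.79 as each sheep was left out. With the likelihood ratio test 7 of the 11 genes passed both thresholds, and with DESeq2 also 7.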

The actin cytoskeleton genes identified encode ACTA1, PDLIM3, STAG2, PPP1R12A, SYNPO2, CFL2, DMD, NEB, HAP1, IQGAP2 and CD2AP (Table 5).

**Table 5:** Genes associated with cytoskeleton and intermediate filament by GO analysis found to be expressed at different levels in the skin of Super Merino (SM) and Small Tail Han (STH) sheep.

Gene symbol	description	Log2^FoldChange^ (SM vs STH)	FDR	GO term†
*ACTA1*	actin, alpha 1, skeletal muscle	−2.18	5.30E-03	3
*CASP14*	caspase 14	−0.92	4.13E-02	1, 5
*CD2AP*	CD2 associated protein	−0.85	3.13E-02	3, 4
*CFL2*	cofilin 2	−0.82	3.33E-02	3
*DES*	desmin	−1.31	2.08E-06	5
*DMD*	dystrophin	−0.71	2.96E-02	3
*HAP1*	huntington associated protein 1	−1.30	3.95E-02	3
*IQGAP2*	IQ motif containing GTPase activating protein 2	−0.78	2.25E-02	3, 4
*KRT1*	keratin 1	−1.19	1.98E-02	1
*KRT10*	keratin 10	−1.34	1.16E-03	1
*KRT36*	keratin 36	0.80	3.94E-02	2
*KRT79*	keratin 79	0.98	5.04E-03	1, 2
*KRTAP1-1*	keratin associated protein 1-1	1.01	3.49E-02	1, 2
*KRTAP6-1*	keratin associated protein 6-1	1.41	1.27E-02	2,
*LOC101111178*	keratin, type II cytoskeletal 6A-like mRNA	−1.35	9.31E-04	1
*LOC101114537*	keratin-associated protein 4-9-like	1.41	3.86E-02	1, 2
*LOC101115634*	keratin-associated protein 9-2	1.32	3.68E-02	1, 2
*LOC101116068*	keratin-associated protein 9-9-like	1.30	3.86E-02	NG
*LOC105605703*	keratin-associated protein 6-2-like	2.83	6.82E-04	2
*NEB*	nebulin	−1.60	1.27E-02	3
*PDLIM3*	PDZ and LIM domain 3	−0.83	4.27E-02	3
*PKN2*	protein kinase N2	−0.88	2.68E-02	5
*PPP1R12A*	protein phosphatase 1 regulatory subunit 12 A	−0.89	1.39E-02	3
*STAG2*	stromal antigen 2	−0.99	4.42E-02	3, 5
*SYNE2*	spectrin repeat containing nuclear envelope protein 2	−1.09	3.67E-02	5
*SYNPO2*	synaptopodin 2	−0.90	6.22E-03	3
*TPM1*	tropomyosin 1 (alpha)	−0.83	2.51E-02	4
*ZNF175*	zinc finger protein 175	−1.52	5.81E-05	5

^†^GO term: 1. Keratin filament (GO: 0045095); 2. Intermediate filament (GO: 0005882); 3. Actin cytoskeleton (GO: 0015629); 4. Filamentous actin (GO: 0031941); 5. Intermediate filament cytoskeleton (GO: 0045111); NG. Not given.

A search of the full list of identified genes in public databases revealed that only 14 of the 70 epidermal development complex (EDC) family genes were annotated in either of Sheep Genome versions 3.1 or 4.0. In a similar manner, we noted that only 9 of a possible 29 *KRTAP* family members were included in the public annotation of sheep genome version 3.1 and this number actually dropped to just three in genome version 4.0. 

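In the deposited gene list for Oar_v4.0, 3 genes carry a KRTAP symbol, KRTAP1-1, KRTAP6-1 and KRTAP5.4. Including the genes that the paper or the name table identify as keratin-associated proteins, 8 were present and all were tested.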

The result described above is therefore achieved from only a subset of the possible genes. Following a more comprehensive manual search of the genome we were able to identity a total of eight EDC genes that were expressed at different levels in SM and STH sheep (Table 6), with all genes identified having highest expression in STH sheep. 

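Of the 8 genes in the EDC rows of Table 6, 7 were lower in SM than in STH sheep and 1, PGLYRP2, was higher. The median log2 fold change over the 8 was -1.22. RPTN, on chromosome 1 of Oar_v4.0 from 100922011 to 100928773, had 15.6 ± 0.613 CPM (SD, n = 3) in SM and 166 ± 73.9 (SD, n = 3) in STH sheep, a log2 fold change of -3.41 (standard error 0.33, adjusted p = 0.0606 from edgeR's quasi-likelihood test). TCHHL1, LOC105613042 and IVL had log2 fold changes of -1.72 (standard error 0.38), -2.24 (standard error 0.42) and -1.05 (standard error 0.20). LOC101120378, LOC105614079 and LOC105613519 had -1.14 (standard error 0.34), -1.29 (standard error 0.36) and -0.92 (standard error 0.32). In 6 of these 7 genes all STH sheep lay above all SM sheep, the exception being LOC105613519. PGLYRP2, which the files place on chromosome 5 from 7427766 to 7434920 whereas the other 7 lie on chromosome 1, had 2.50 ± 0.723 CPM (SD, n = 3) in SM and 0.936 ± 0.210 (SD, n = 3) in STH sheep. Its log2 fold change was 1.42 (standard error 0.39, adjusted p = 0.240), and all SM sheep lay above all STH sheep. By the likelihood ratio test 6 of the 8 genes passed both thresholds, PGLYRP2 among them with an adjusted p of 0.0407, and by DESeq2 7 did.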

No differences in expression were noted between the breeds for the *S100A*, *SPRR2*, *PRD-SPRRII* or *LCE* families. 

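The files hold 10 S100A genes under their symbols, all of which were tested. Their median log2 fold change was 0.28, and 9 of the 10 were higher in SM sheep, though only 5 of 10 with the intronic share as a covariate and 6 of 10 with the length trend removed. None passed the thresholds in the quasi-likelihood test, the likelihood ratio test or DESeq2, and 3 had an unadjusted p under 0.05. Of 2 SPRR genes under their symbols, neither is an SPRR2 gene, so the paper's statement on the SPRR2 family was not examined here. For 1 of the 2 there were enough counts for a test, and its log2 fold change was 0.07 (adjusted p = 0.911 from edgeR's quasi-likelihood test). The sign was opposite, -0.11, when the length trend was removed, and also without SM sheep 128, SM sheep 30034 or STH sheep XW3. The other, PRD-SPRRII, did not reach 10 counts in 3 sheep. The 2 LCE genes, which include LOC105613519 of Table 6, had log2 fold changes of -0.92 and -0.89 with adjusted p of 0.251 and 0.314, and neither passed the thresholds in any of these 3 tests.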

Examination of the clustered sequence reads at the genomic location of putative *KRTAP* genes revealed high numbers of mapped reads. 

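Of the KRTAP6 family, the files list KRTAP6-1 and LOC105605703, which the paper calls KRTAP6-2L, and the other members were not analysed here. Both lie on chromosome 1 of Oar_v4.0, KRTAP6-1 from 123206755 to 123207367 and LOC105605703 from 122945583 to 122945870. KRTAP6-1 had 673, 514 and 1152.9 CPM in SM sheep 128, 30034 and 30126, and 421, 122 and 337 in STH sheep XW3, XW5 and XW8. LOC105605703 had 1.19, 3.12 and 5.53 in the same SM sheep, and 0.811, 0.190 and 0.397 in the STH sheep, from between 8 and 217 counts per sheep. Each was higher in all SM sheep than in any STH sheep.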

Although we have been unable to incorporate the expression of these genes into a statistical analysis it appears that all of the *KRTAP6* family genes (from *KRTAP6-1* to *KRTAP6-5)* are also likely to be differentially expressed between SM and STH sheep.

**Table 6:** The identification of mammalian epidermal development complex (EDC) family genes and hair follicle stem cells (HFSCs) marker genes in DEGs list.

Gene symbol	description	Log2^FoldChange^ (SM vs STH)	FDR
EDC genes			
* LOC105613519*	late cornified envelope protein 1D-like	−0.92	7.56E-02
* TCHHL1*	trichohyalin like 1	−1.72	1.58E-05
* RPTN*	repetin	−3.41	0
* LOC101120378*	hornerin	−1.14	1.05E-02
* LOC105614079*	filaggrin-like	−1.29	5.50E-03
* LOC105613042*	filaggrin-like	−2.23	1.20E-07
* IVL*	involucrin	−1.05	1.40E-03
* PGLYRP2*	peptidoglycan recognition protein 2	1.44	9.14E-02
HFSCs related			
* FOXI3*	forkhead box I3	1.35	2.62E-03
* FOXJ1*	forkhead box J1	1.75	5.50E-02
* CD200*	CD200 molecule	0.83	3.98E-02
* KRT79*	keratin 79	0.98	5.04E-03
* CD24*	CD24 molecule	−0.69	4.94E-02

### Stem cell associated genes

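FOXI3 had 11.5 ± 3.01 CPM (SD, n = 3) in SM and 4.52 ± 0.194 (SD, n = 3) in STH sheep, a log2 fold change of 1.35 (standard error 0.25, adjusted p = 0.159 from edgeR's quasi-likelihood test). CD200 had 20.3 ± 1.94 (SD, n = 3) and 11.3 ± 0.543 (SD, n = 3), a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.159). KRT79 had a log2 fold change of 0.98 (standard error 0.18, adjusted p = 0.159). CD24 was lower in SM sheep, with 111 ± 21.8 (SD, n = 3) against 179 ± 6.21 (SD, n = 3) CPM, a log2 fold change of -0.69 (standard error 0.16, adjusted p = 0.219). In these 4 genes the breeds did not overlap, and with the likelihood ratio test all 4 passed both thresholds, with adjusted p of 0.000906 for FOXI3, 0.00564 for CD200, 0.000826 for KRT79 and 0.0264 for CD24. FOXJ1, also in Table 6, had a log2 fold change of 1.75 (standard error 0.56), but the breeds overlapped and its adjusted p was 0.247, or 0.0797 with the likelihood ratio test.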

The *FOXI342, CD200, CD24* and *KRT7943* genes were expressed at significantly different levels between the breeds (Table 6 and Table S2). With the exception of *CD24*, these HFSC marker genes were more highly expressed in SM sheep.

### Pathway analysis

The genes of three pathways were found to be over-represented in the set of differentially expressed genes. A skin development network involving processes related to the formation, differentiation and proliferation of epithelial cells and the skin barrier was identified in STH sheep (Fig. 3). 

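Fig. 3 shows 28 genes that were found in the files and tested. Of these, 20 were higher in STH sheep and 8 in SM sheep. In 17 of the 20 all STH sheep lay above all SM sheep, and in all 8 of the others all SM sheep lay above all STH sheep. Each had an unadjusted p under 0.05, none had an adjusted p under 0.05 in the quasi-likelihood test, and 16 of the 28 passed both thresholds in the likelihood ratio test and 19 in DESeq2. IVL, one of the genes higher in STH sheep, had 238 ± 30.8 CPM (SD, n = 3) in SM and 494 ± 117 (SD, n = 3) in STH sheep. KRT36, one of the genes higher in SM sheep, had 110.05 ± 29.9 (SD, n = 3) and 63.4 ± 20.0 (SD, n = 3).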

Genes associated with the type I interferon pathway (Fig. 4) and a complex gene co-expression network based on the set of genes and GO terms associated with lipid metabolism were found to be enriched in SM sheep (Fig. 5).

**Figure 3:**
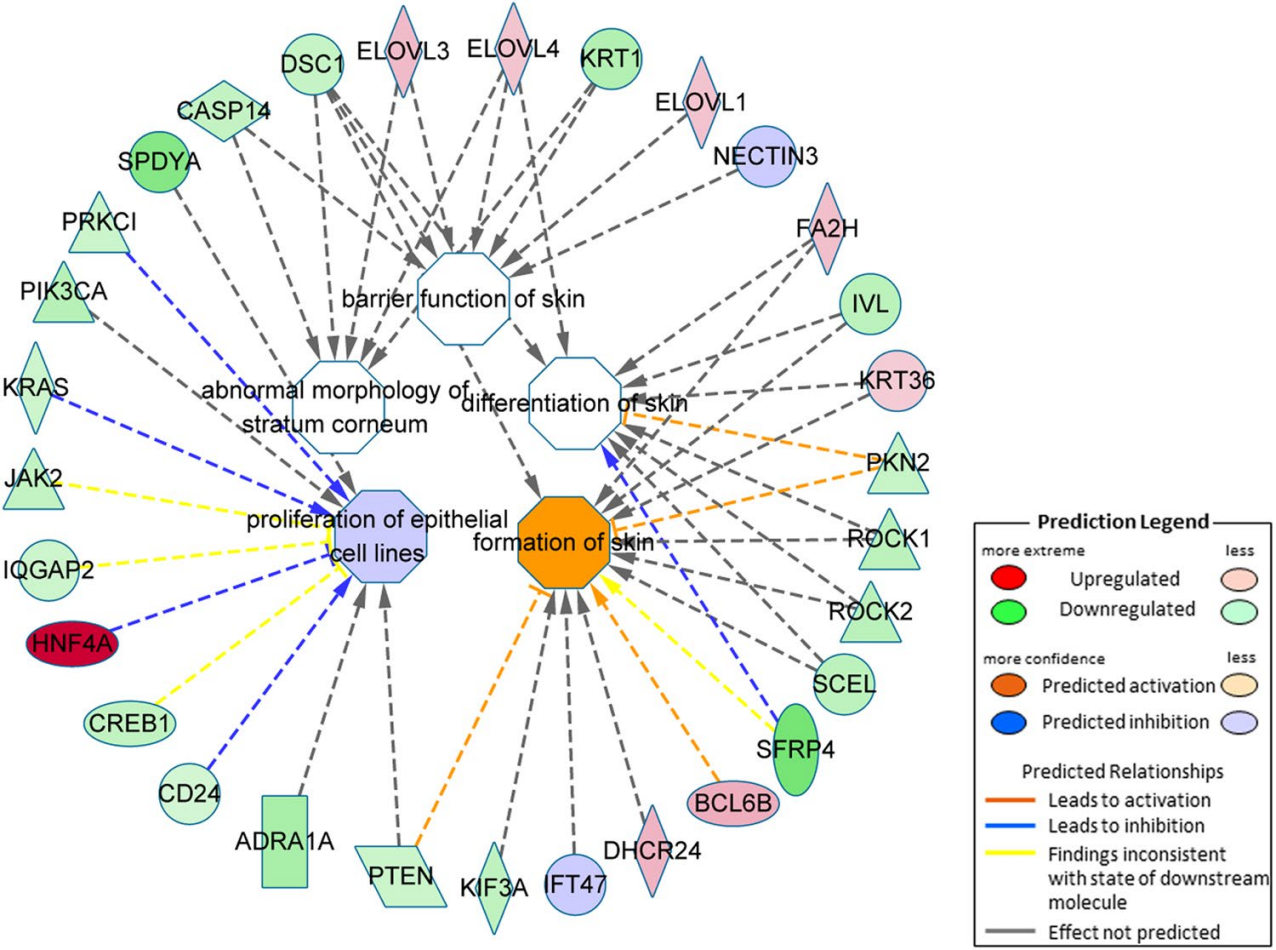
The skin development gene expression correlation network determined by application of IPA methodology. The pathways identified result from a set of genes expressed at higher levels in the Super Merino sheep and shown in green. Genes more highly expressed in Small Tail Han sheep are shown in red.

**Figure 4:**
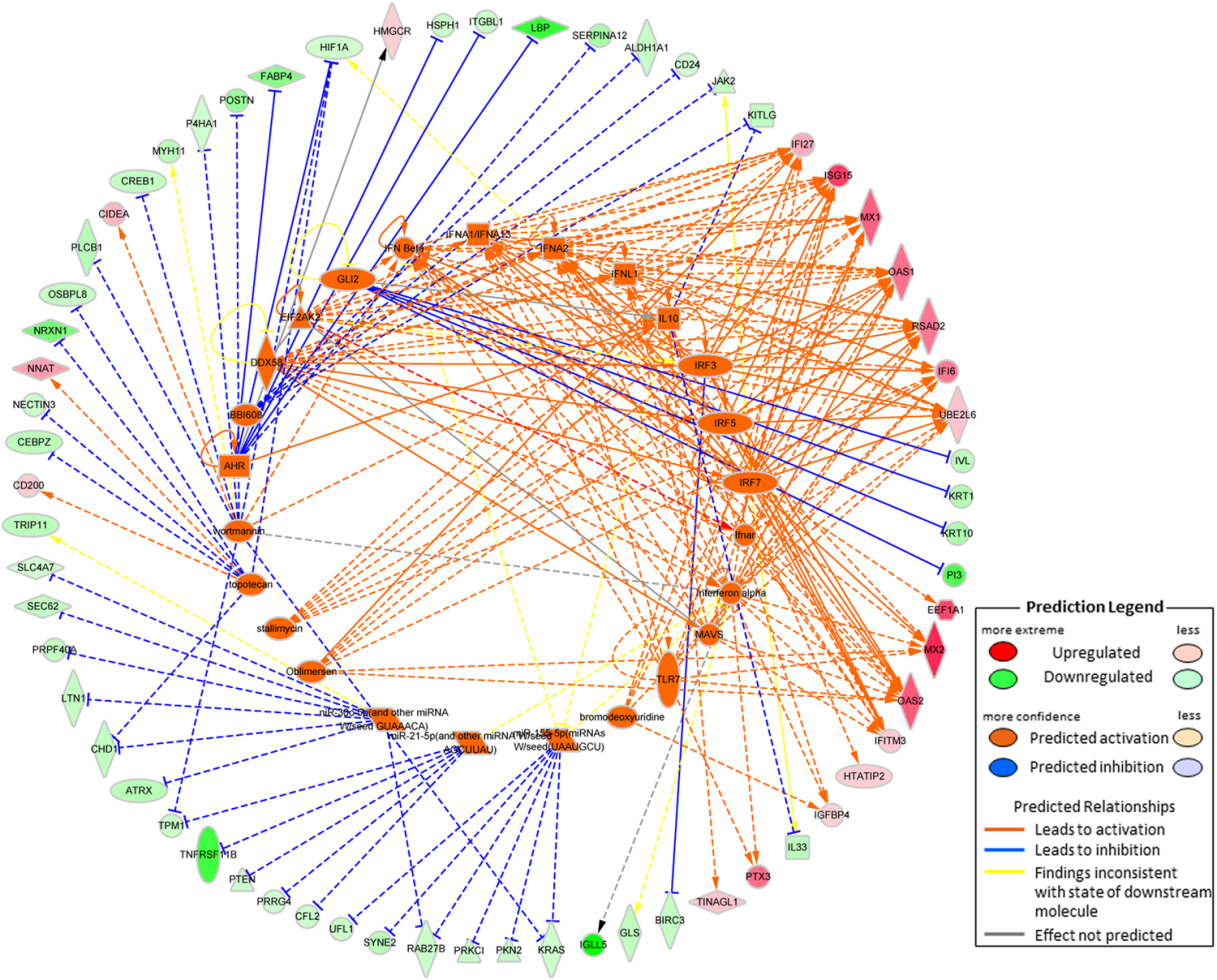
The type I interferon pathway gene network predicted by IPA analysis. Genes shown in green were more highly expressed in the Super Merino sheep. The pathway contained many interferon induced genes which may serve in an antiviral response, including *IFI6*, *IFI27*, *ISG15*, *RSAD2*, *Mx1*, *Mx2*, and *IFITM3*. Genes more highly expressed in STH sheep are shown in red.

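Of the 10 interferon pathway genes read from the red nodes of Fig. 4, 9 were found in the files and tested. All 9 were higher in SM sheep, with log2 fold changes from 0.86 to 3.40 and a median of 2.11, and in each all SM sheep lay above all STH sheep. ISG15, on chromosome 12 of Oar_v4.0 from 49466564 to 49467619, had 4.30, 14.7 and 4.23 CPM in SM sheep 128, 30034 and 30126 and 1.62, 0.521 and 0.728 in STH sheep XW3, XW5 and XW8, a log2 fold change of 3.03 (standard error 0.63, adjusted p = 0.199 from edgeR's quasi-likelihood test). MX1, on chromosome 1 from 259561625 to 259596486, had 32.2, 90.8 and 37.0 in the SM sheep and 10.8, 6.09 and 11.9 in the STH sheep, a log2 fold change of 2.48 (standard error 0.43, adjusted p = 0.159). RSAD2 had a log2 fold change of 2.11 (standard error 0.53, adjusted p = 0.234), which lay between 1.30 and 2.54 as each sheep was left out. SM sheep 30034 had the highest value of the 6 sheep for all 9 genes. All 9 genes passed both thresholds in the likelihood ratio test and in DESeq2.

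**Figure D2:**
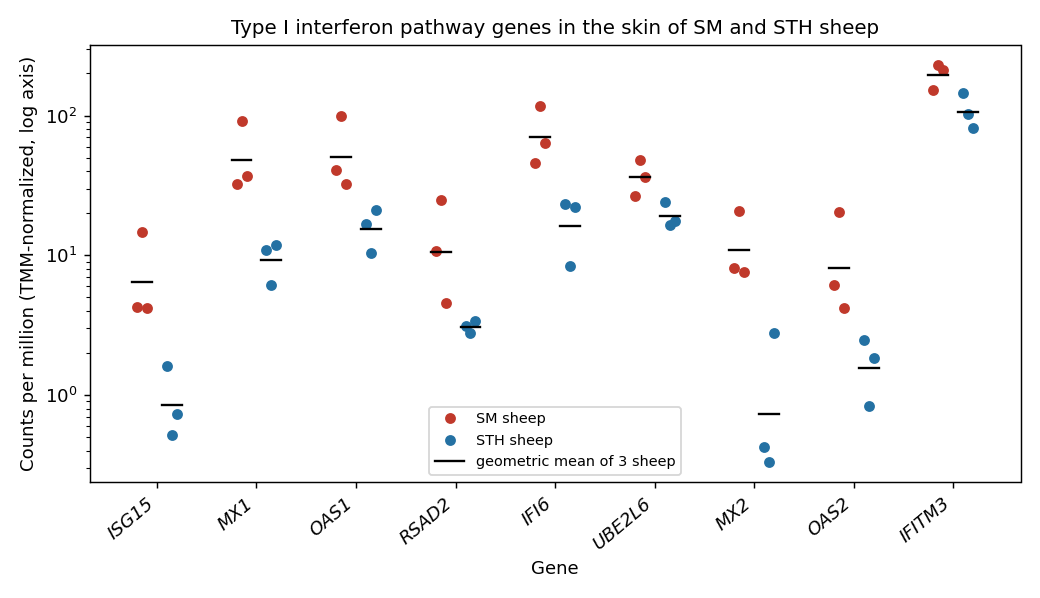
TMM-normalized CPM (log axis) of 9 type I interferon pathway genes in each of the 3 SM sheep and 3 STH sheep, with a line at the geometric mean of each breed. For MX1 the SM sheep lie at 32.2, 90.8 and 37.0, all above the STH sheep at 10.8, 6.09 and 11.9.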

**Figure 5:**
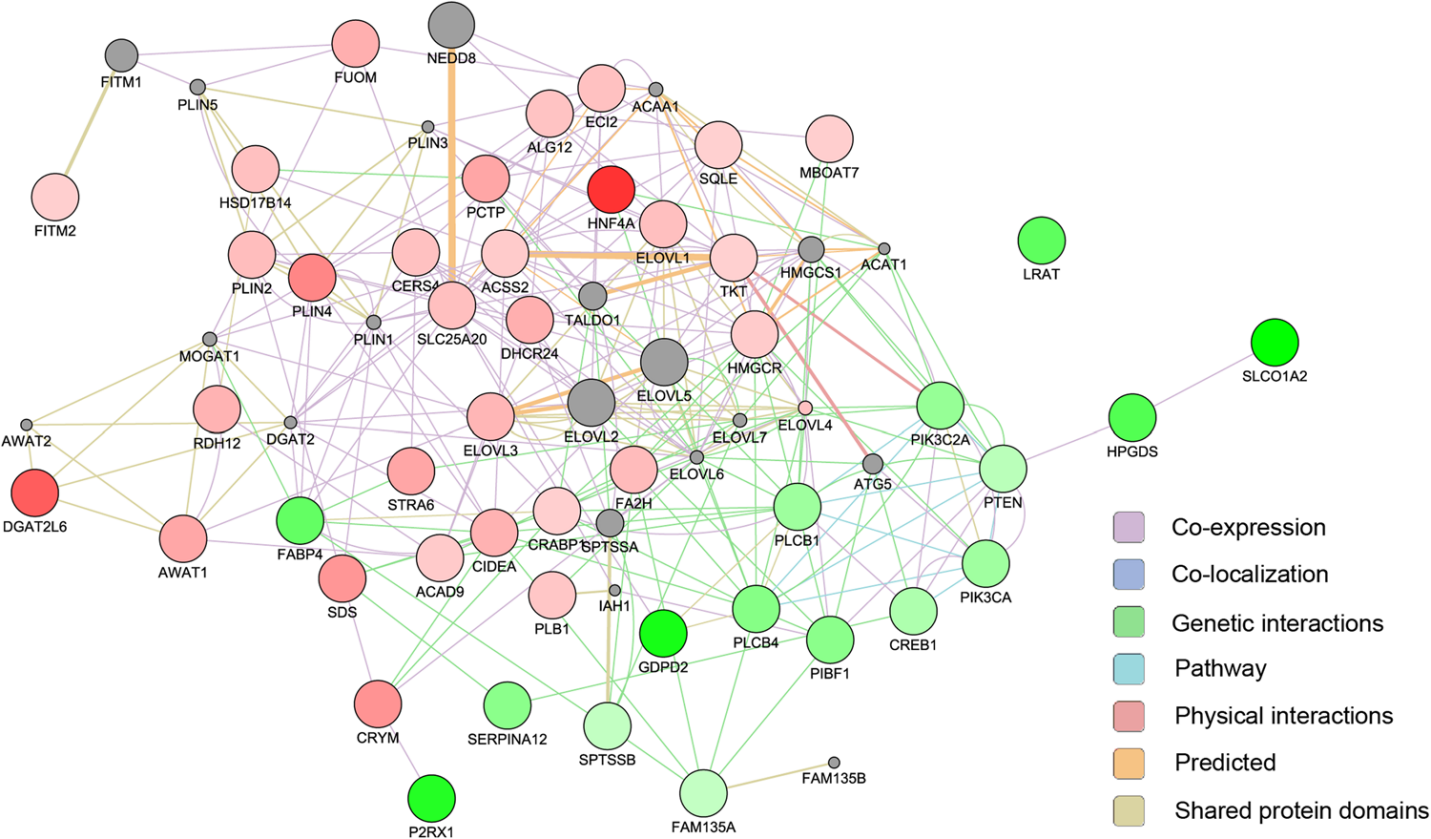
The correlation network of lipid metabolism genes found to be enriched in Super Merino (SM) sheep. Key fatty acid metabolic genes identified include fatty acid synthesis genes (*ELOVL1, 3, 4*), a carnitine carrier involved in transfer of fatty acids to the mitochondrion (*SLC25A20*), and many fatty acid metabolic enzymes (fatty acid 2-hydroxylase gene (*FA2H*), acyl-CoA dehydrogenase family member 9 gene (*ACAD9*), membrane bound O-acyltransferase domain containing 7 gene (*MBOAT7*), and perilipin 2, and 4 genes (*PLIN2* and *4*)). The network also contained genes involved in cholesterol metabolism in SM sheep (Squalene epoxidase gene (*SQLE*) and 3-hydroxy-3-methylglutaryl-CoA reductase gene (*HMGCR*) and the 24-dehydrocholesterol reductase gene (*DHCR24*)), the ceramide synthase 4 gene (*CERS4*) involved in production of a constituent of the integral hair lipid, and genes related to synthesis of triacylglyceride (*STRA6, CRABPI, RDH12, DGAT2L6*) and wax esters (*AWAT1*) respectively.

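The 18 genes of the network named in this legend were all tested and all higher in SM sheep, with a median log2 fold change of 0.95 and a range from 0.69 to 2.38. In 16 of them all SM sheep lay above all STH sheep, and 14 of the 18 passed both thresholds in the likelihood ratio test, 17 in DESeq2 and none in the quasi-likelihood test. DGAT2L6, on the X chromosome of Oar_v4.0 from 59620107 to 59646677, changed most, with 36.5 ± 12.7 CPM (SD, n = 3) in SM and 6.99 ± 1.25 (SD, n = 3) in STH sheep, a log2 fold change of 2.38 (standard error 0.28, adjusted p = 0.0853 from edgeR's quasi-likelihood test). ELOVL3 had 502 ± 190 (SD, n = 3) and 240.1 ± 44.0 (SD, n = 3), a log2 fold change of 1.06 (standard error 0.26, adjusted p = 0.234). SLC25A20 had 52.8 ± 14.8 (SD, n = 3) and 27.5 ± 2.70 (SD, n = 3), a log2 fold change of 0.94 (standard error 0.21, adjusted p = 0.200). Of 8 further genes shown in Fig. 5, 6 were higher in STH sheep and 2 in SM sheep, with a median log2 fold change of -1.94. As each sheep was left out, this median ranged from -2.23 (without SM sheep 30034) to -1.25 (without STH sheep XW5, over 7 genes). The 8 genes were at lower expression than the 18. Their mean log2 CPM was 1.91 in SM and 3.20 in STH sheep, against 7.31 and 6.28 for the 18. Among the 8 genes, LRAT was higher in SM sheep, with a log2 fold change of 1.15 (standard error 0.24). FABP4 was lower in SM sheep, with a log2 fold change of -1.84 (standard error 0.31).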

### Validation of RNA-Sequencing data

Eleven DEGs identified by RNA sequencing were selected for validation by quantitative real time PCR (qPCR). The 2^−ΔΔCt^ method was used to quantify differential expression level during the qPCR analysis and a comparison of results determined via qPCR and RNA-Sequencing are shown in Fig. 6. All selected genes showed similar expression patterns, but the absolute expression levels were not identical between RNA-Sequencing and qPCR. 

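The RNA sequencing side of this comparison can be given for all 11 genes. The log2 fold changes were 1.41 for KRTAP6-1, 1.29 for LOC101116068, 1.06 for ELOVL3, 0.34 for TGFB1, 1.35 for FOXI3 and 0.84 for CD200, and -1.20 for KRT1, -1.34 for KRT10, -1.84 for FABP4, -3.41 for RPTN and -0.69 for CD24. For TGFB1 the breeds overlapped, with 36.6 ± 7.93 CPM (SD, n = 3) in SM and 28.899 ± 6.66 (SD, n = 3) in STH sheep, and the unadjusted p was over 0.05 (adjusted p = 0.393 from edgeR's quasi-likelihood test). The other 10 genes had an unadjusted p under 0.05 and an adjusted p between 0.0606 and 0.256. With the likelihood ratio test 8 of the 11 passed both thresholds, and with DESeq2 9 did.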

Correlation analysis revealed strong concordance with an R^2^ of 0.9.

**Figure 6:**
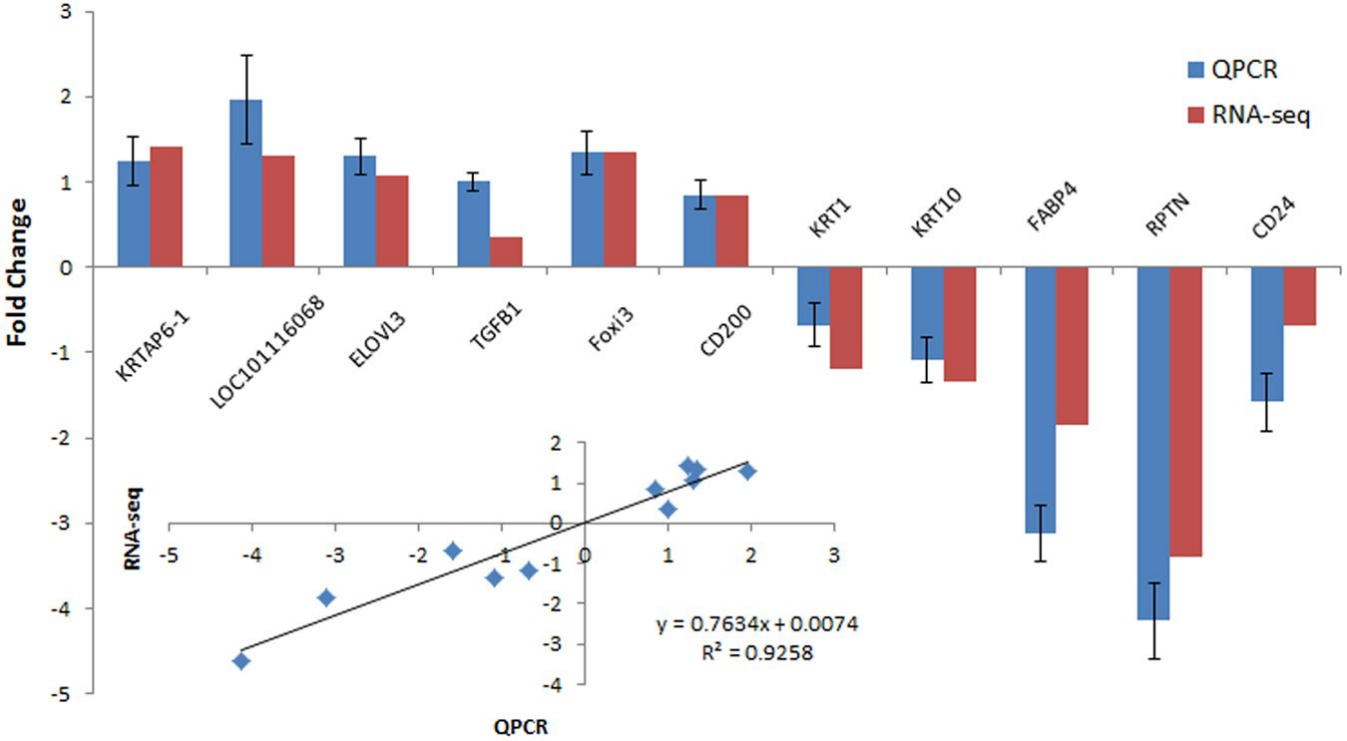
The comparison of transcript expression in terms of fold change as measured by RNA-sequencing and quantitative PCR (qPCR).

## Discussion

In the present study, we have measured a range of wool quality traits in both SM and STH sheep. Large phenotypic differences exist between the two breeds and this provides an opportunity to compare the transcriptome of skin tissue between SM and STH sheep by a high-throughput sequencing method to pinpoint the molecular basis for such differences. An important component of this study was the targeted expression analysis of the gene families that encode the structural proteins of wool and/or contribute to skin barrier function that enabled identification of a further four EDC genes and evidence to suggest that all of the *KRTAP6* family genes (from *KRTAP6-1* to *KRTAP6-5)* were differentially expressed between SM and STH sheep. We determined genes including potential wool follicle stem cell (FSC) markers, components of the wool fibre and lipid metabolic pathways were activated in SM sheep, whereas STH sheep exhibited higher expression of genes associated with cornification of the skin and presence of muscle. With the exception of KRTAP6, none of the candidate DEGs identified here have been previously associated with wool traits in either genetic quantitative trait loci or genome-wide association based studies resulting in many novel candidates for further study^29–33^.

Of the wool fibre structural components, we identified six KRTAP encoding genes in the DEG list (Table 5). Interestingly, all of these genes were more highly expressed in SM sheep. Variation in the sequence of the *KRTAP1-1* gene, which belongs to high-sulphur KAP (HS-KAP) family, has been shown previously to be associated strongly with fibre staple strength and yield in both sheep and goats^34,35^. Here, we found both staple strength and greasy fleece weight (GFW) were significantly higher in SM sheep than in STH sheep. Other differentially expressed KRTAP genes included *KRTAP4-9*, a member of the ultra-high-sulphur protein (UHS-KAP) family that has been shown to be more highly expressed in white hair than black hair (although wool colour of the SM and STH did not differ noticeably by visual inspection)^36^, *LOC101115634* (*KRTAP9-2*) shown to vary in expression level in cashmere goats nor cashmere yield^37,38^ and *KRTAP6-1*, containing abundant polymorphisms^39^, some of which are associated with variation in fibre diameter in sheep^40^. Some KRTAP encoding genes, such as *KRTAP4.9*, *KRTAP6.1* and *KRTAP6.2L*, were upregulated in SM sheep. The products of these genes have been shown to play a critical role in the physico-chemical properties of the wool fibre and may be associated with differences in the crimp of wool observed here between SM and STH sheep^3,41^. Further information on KRTAP family gene expression patterns will likely come to light when the sheep reference genome becomes completely annotated.

Functional FSC are crucial for maintenance of the constant and recurring growth of hair or wool. There are many molecular markers that have been used to identify hair FSCs in different species^42^. Although we did not see the genes encoding classical hair FSCs markers, such as CD34, or KRT15^43^ in the list of differentially expressed genes, we found that *CD200* was increased in SM sheep. 

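CD34 had 198 ± 31.4 CPM (SD, n = 3) in SM and 153 ± 24.5 (SD, n = 3) in STH sheep, a log2 fold change of 0.37 (standard error 0.18, adjusted p = 0.292 from edgeR's quasi-likelihood test). KRT15 had 1130.1 ± 158 (SD, n = 3) and 1283 ± 156 (SD, n = 3), a log2 fold change of -0.18 (standard error 0.17, adjusted p = 0.535). In both genes the breeds overlapped, and neither passed the thresholds with the likelihood ratio test or DESeq2. CD200, in contrast, had a log2 fold change of 0.84 (standard error 0.16) without overlap between the breeds.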

CD200 is a common FSC marker in humans^44^, mice^45^ and dogs^46^. As an immune inhibitor, CD200 can attenuate inflammatory response and maintain immune tolerance to hair follicle-associated autoantigens by binding the CD200 receptor (CD200R)^47^. In more general terms CD200 is thought to play a role as a “no danger” signal for the follicle^48^. The high expression of *CD200* in SM sheep may be associated with the higher density of wool follicles. The *FOXI3* gene, a Forkhead family transcription factor, was identified in recent studies as a novel stem cell marker^49,50^. Further, the mutation of *FOXI3* can cause the hairless phenotype in dogs^51–53^. Specific expression of the FOXI3 protein in the epithelium of the hair, whisker placodes and developing teeth has been shown to provide essential signals for the development^54,55^. In respect of morphogenesis and cycling of the hair follicle, expression of *FOXI3* can be thought of as a secondary marker for the hair germ structure^56^. The loss of *FOXI3* results in poor hair regeneration upon hair plucking^56^. In our study, we found the expression of *FOXI3* gene was significantly higher in SM sheep. The KRT79^+^ keratinocytes can migrate out of the reactivated secondary hair germ to form a new hair canal in mouse^27^. Similarly to *FOXI3*, the high expression of *KRT79* indicates secondary hair germ is more active, as evident in more new wool fibres initiated in SM sheep*. CD24* was thought to be a keratinocyte differentiation marker because of its specific expression in the bulge, ORS and the glabrous epidermis^57^. However, *CD24* was not expressed in bulge stem cells, but in the non-bulge inner ORS, and can be looked at as a negative selection marker for HFSCs^44,58^. We also identified the *CD24* gene in the DEG list. It is interesting that the expression of *CD24* was lower in the SM sheep given its potential role in keratinocyte differentiation and the expected higher incidence of differentiation in the follicle rich SM skin. High expression of *CD200* and *FOXI3* and low expression of *CD24* in SM sheep suggests the activation of HFSC is higher in SM sheep than in STH sheep. These factors might all contribute to the high quality wool characteristics of the SM sheep. Based on evidence obtained in other studies, and the information revealed here, we postulate that *CD200*, *FOXI3* and *CD24* might also be useful for the study of wool FSC function in sheep.

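MYH11, on chromosome 24 of Oar_v4.0 from 14090323 to 14217839, had 319 ± 11.4 CPM (SD, n = 3) in SM and 661 ± 32.6 (SD, n = 3) in STH sheep, a log2 fold change of -1.05 (standard error 0.13, adjusted p = 0.0996 from edgeR's quasi-likelihood test). It stayed between -1.08 and -1.01 as each sheep was left out. DES had 68.6 ± 11.2 (SD, n = 3) and 171 ± 43.5 (SD, n = 3), a log2 fold change of -1.32 (standard error 0.22, adjusted p = 0.159). In both genes all STH sheep lay above all SM sheep. With the likelihood ratio test the adjusted p was 1.22e-06 for MYH11 and 3.70e-05 for DES.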

The high expression of muscle process genes in STH sheep and the smooth muscle myosin II heavy chain gene, *MYH11* ^59^, was an unexpected finding because STH sheep do not obviously have increased muscle tissue in the epidermis or dermis of skin (Fig. 1). However, after a more considered examination we believe one possible explanation for this result is the presence of higher numbers of primary follicles per unit area in STH skin (Table 2). Whilst the total follicle density is much higher in SM sheep, STH sheep have a higher density of primary follicles. Only the primary follicles have an arrector pili muscle (APM) meaning the STH sheep with more primary follicles per unit area are predicted to have more accompanying APM and with larger primary follicles may have increased APM size per follicle thereby the associated increased muscle gene expression signal detected here (Table 4). 

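KRT1, on chromosome 3 of Oar_v4.0 from 133400378 to 133406299, had 648 ± 107 CPM (SD, n = 3) in SM and 1485 ± 743 (SD, n = 3) in STH sheep, a log2 fold change of -1.20 (standard error 0.35, adjusted p = 0.247 from edgeR's quasi-likelihood test), and the breeds overlapped. Without STH sheep XW8 its log2 fold change was -0.78. KRT10, on chromosome 11 from 40533235 to 40538366, had 560.5 ± 57.8 (SD, n = 3) and 1419 ± 558 (SD, n = 3), a log2 fold change of -1.34 (standard error 0.29, adjusted p = 0.200), with all STH sheep above all SM sheep. With the likelihood ratio test both passed the thresholds, with adjusted p of 0.0438 for KRT1 and 0.00261 for KRT10.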

Besides muscle genes, two genes encoding keratins associated with epidermal keratinocytes, *KRT1* and *KRT10* were identified with higher expression in STH sheep (Table 5).

The content of lanolin was significantly higher in the fleeces of SM sheep (Table 1) and the concomitant expression of lipid metabolic genes was higher in the skin (Tables 3, S2 and Fig. 5). Lanolin, or wool grease, is secreted by the wool follicle’s sebaceous gland and coats and softens the wool fibre, protecting both skin and fleece from exposure to the elements by assisting in the shedding of water from the fleece^60^. The DEGs, including *DGAT2L6*, *AWAT1*, *CIDEA* and the *PLIN* family members are likely to be expressed in the sebaceous gland^61^ and may be key factors in determining lanolin content of wool. As such, expression level of these genes might serve as novel traits that can be used to select for wool with altered lanolin content or lanolin with altered properties. The increased content of lanolin associated with increased fibre density is clear however it is unclear if the elevated expression of lanolin is essential for fleece health and quality or if it is an artefact of selection for higher follicle density (resulting in increased presence of the accompanying sebaceous gland). The candidate genes identified here might therefore serve as a means for determining if selection for high fibre density can be achieved with reduced lanolin content. Although evidence does exist that variable expression of some of the DEG can affect hair integrity suggesting that limits to this approach are likely. For example, some of the DEGs have been associated with Lichen planopilaris (LPP) characterized with patchy hair loss, perifollicular erythema, perifollicular spines and scarring^62^, hair growth defects^63^. Finally, the lipid metabolic genes might also influence localised energy production in the skin through the product of solute carrier family 25 member 20 gene (SLC25A20), a carnitine carrier that transfers fatty acids to the mitochondrion^64^ providing a further novel target for breed improvement.

## Conclusion

In summary, we have identified differences in wool and skin traits and skin transcriptome profiles between SM and STH sheep. The differences in the transcriptome profiles between the two breeds were consistent with the observed differences in morphological and productivity traits. Many of these genes have not been previously associated with wool characteristics, yield or quality making them novel candidates for use in sheep breeding programs. Indeed expression of the differentially expressed lipid metabolic genes in the skin of sheep may be used as a novel trait with the potential to alter the content or properties of lanolin or the fleece.

## Materials and Methods

### Ethics statement

This study was carried out in strict accordance to relevant guidelines and regulations by the Ministry of Agriculture of the People’s Republic of China. All experimental protocols were approved by the Laboratory Animal centre of Jilin University (SKXK 2015-0006).

### Animals

Eight six-month-old ewes from Super Merino (SM) and Small Tailed Han (STH) sheep breeds respectively were selected from Jinlin province. In order to eliminate the environment effects, two groups of ewes were housed on the same farm with the same complete formula feed and hay. All skin and samples were collected during mid-October when the wool cycle is expected to be in anagen phase.

### Sample collection, preparation, histological examination and endocrine analysis

The wool located 10 cm behind the shoulder blade was shaved and sterilized by 70% alcohol. For each animal two adjacent skin samples were removed using surgical scissors. One sample was immersed into RNAlater reagent (Qiagen, Germany) immediately to avoid RNA degradation and stored at −85 °C for later RNA extraction. The other skin tissue was fixed by 4% paraformaldehyde for histological examination. Transverse and cross sections of the fixed and paraffin embedded samples were stained with hematoxylin-eosin and evaluated by light microscopy.

At the same time, peripheral blood serum samples were collected and the level of circulating hormones, including fibroblast growth factor 5 (FGF5), epidermal growth factor (EGF), vascular endothelial growth factor A (VEGFA), insulin growth factor 1 (IGF1), growth factor (GF), melatonin (MT), thyroxine (T4) and triiodothyronine (T3) were measured by ELISA kits (NeoBioLab, USA). The wool samples from the same ewes were collected during May 2014 and greasy fleece weight (GFW), wool yield, fibre diameter (FD), staple length (SL), crimp and lanolin were measured according to methods described in^65^.

### The cDNA library construction and sequencing

The skin samples were ground in liquid nitrogen with a mortar and pestle. Total RNA was purified using a Trizol Reagent (Life technologies, USA), according to the manufacturer’s instructions. The RNA quality was evaluated using the RNA Integrity Number (RIN) value by Agilent 2100 Bioanalyzer (Agilent, USA). The mRNA was purified, fragmented, and converted into cDNA, adapters were ligated to the end of double-stranded cDNA and the library was created by PCR using the Illumina Truseq RNA Sample Preparation Kit (Illumina, USA) manufacturer’s protocols. Six independent paired-end libraries were sequenced on a HiSeq. 2000 system at the Beijing Genomics Institute (BGI)-Shenzhen, Shenzhen, China (http://www.genomics.cn/index.php) according to manufacturer instructions (Illumina, San Diego, CA, USA).

### Data analyses

RNA sequencing raw reads files (fastq) were checked for quality using FastQC, and were mapped to the *Ovis aries* genome (Oar_v4.0) using advanced RNA-seq plugin on the CLC Genomics Workbench (version 9.0.1, CLC bio, Aarhus, Denmark) with default parameters. The raw counts of each gene was determined using the default Generalized Linear Model (GLM) and Principal Component Analysis was also performed within the advanced RNA-seq plugin. Curves of best fit were used to generate expression values based on read counts following a Negative Binomial distribution. The differentially expressed genes (DEGs) were investigated in the advanced RNA-seq plugin using the EdgeR algorithm (|log2 FoldChange| >0.585 and false discovery rate (FDR) <0.05). Gene ontology enrichment analysis was carried out using EnrichR^66^. The pathway and network was generated using Ingenuity Pathway Analysis (IPA)^67^ and GeneMANIA plugin in Cytoscape^68^. The canonical pathways were identified using thresholds of score (>2) and FDR (<0.05).

### Targeted analysis of skin and wool genes

To determine if the gene expression results were complete we tested for the presence of key candidate genes associated with wool and skin structure in the set of genes annotated in ovine genomes version 3.1 and 4.0. For each genome version the full gene set of gene IDs was exported from CLC bio into a Microsoft Excel spreadsheet. The spreadsheet was then manually searched for the presence of each candidate gene using the Find function. Key candidates included the members of the keratin associated protein (KRTAP) family as well the mammalian epidermal development complex (EDC) family. Recent reports have confirmed expression of at least 29 *KRTAP* genes in sheep and the genes are located in clusters on ovine chromosomes 1, 11, and 21^3,41^. The EDC is a cluster of approximately 70 genes found on ovine chromosome 1 that plays an important role in development of keratinized epidermal structures, such as the rumen, skin, and wool^69^, and has been characterised by our laboratory in an earlier study^61^. The putative expression level of any gene found to be missing from the genome annotation was then determined using the detailed gene chromosomal locations reported in the reference paper^3^. In some instances this location was given an unidentified ID (eg *LOC105613519*) and a likely identity could then be attributed. For the remaining genes it was possible to examine the number of raw reads mapped to each location, although it was not possible to determine statistical significance of these results as they were not included in the original CLC bio gene expression analysis.

### Quantitative real-time PCR (qPCR)

In order to verify the RNA-seq results, a set of ten eleven candidate genes was selected from the list of DEGs and expression level of each was evaluated using quantitative real time PCR (QPCR). Reactions were performed for each individual animal using 1.0 µg of residual RNA from the original extractions described above. The first-strand cDNA was synthesized by TransScript First-Strand cDNA Synthesis SuperMix (Transgen, China) and the QRT-PCR was performed using Takara SYBR® *Premix Ex Taq*™ II (TAKARA, China). The amplification conditions were 95 °C for 10 min of initial stage, followed by 40 cycles of 95 °C for 10 s and 62 °C for 30 s and performed on Bio-Rad CFX96™ Real-Time PCR Detection Systems (Bio-Rad, USA). The reactions of all genes were run on one plate in triplicate for each biological replicate. Relative expression values were calculated by the 2^−ΔΔCt^ method.

The primers of monitored genes in qPCR are shown in Supplementary Table S3.

### Availability of data and materials

Raw sequence data generated in this study has been submitted to the National Center for Biotechnology Information Sequence Read Archive (SRA; http://www.ncbi.nlm.nih.gov/sra/) under accession no. GSE95785.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: A comparison of transcriptomic patterns measured in the skin of Chinese fine and coarse wool sheep breeds
**Source:** Sci Rep. 2017 Oct 30;7:14301. doi: 10.1038/s41598-017-14772-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

A comparison of transcriptomic patterns measured in the skin of Chinese fine and coarse wool sheep breeds

Lichun Zhang<sup>1, 2</sup>, Fuliang Sun<sup>3</sup>, Haiguo Jin<sup>1</sup>, Brian P. Dalrymple<sup>4</sup>, Yang Cao<sup>1</sup>, Tian Wei<sup>1</sup>, Tony Vuocolo<sup>2</sup>, Mingxin Zhang<sup>1</sup>, Qinlin Piao<sup>1</sup>, Aaron Ingham<sup>2\*</sup>

<sup>1</sup> Branch of husbandry, Jilin academy of agricultural science (JAAS), 186 Dong Xinghua st, 136100 Gongzhuling, Jilin, China;

## Supplementary Figures

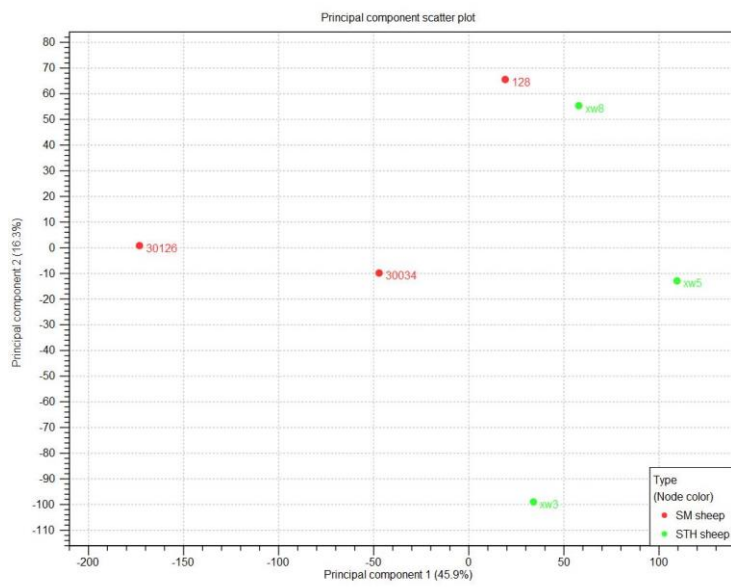

Figure S1. Principal component analysis (PCA) of RNA-seq.

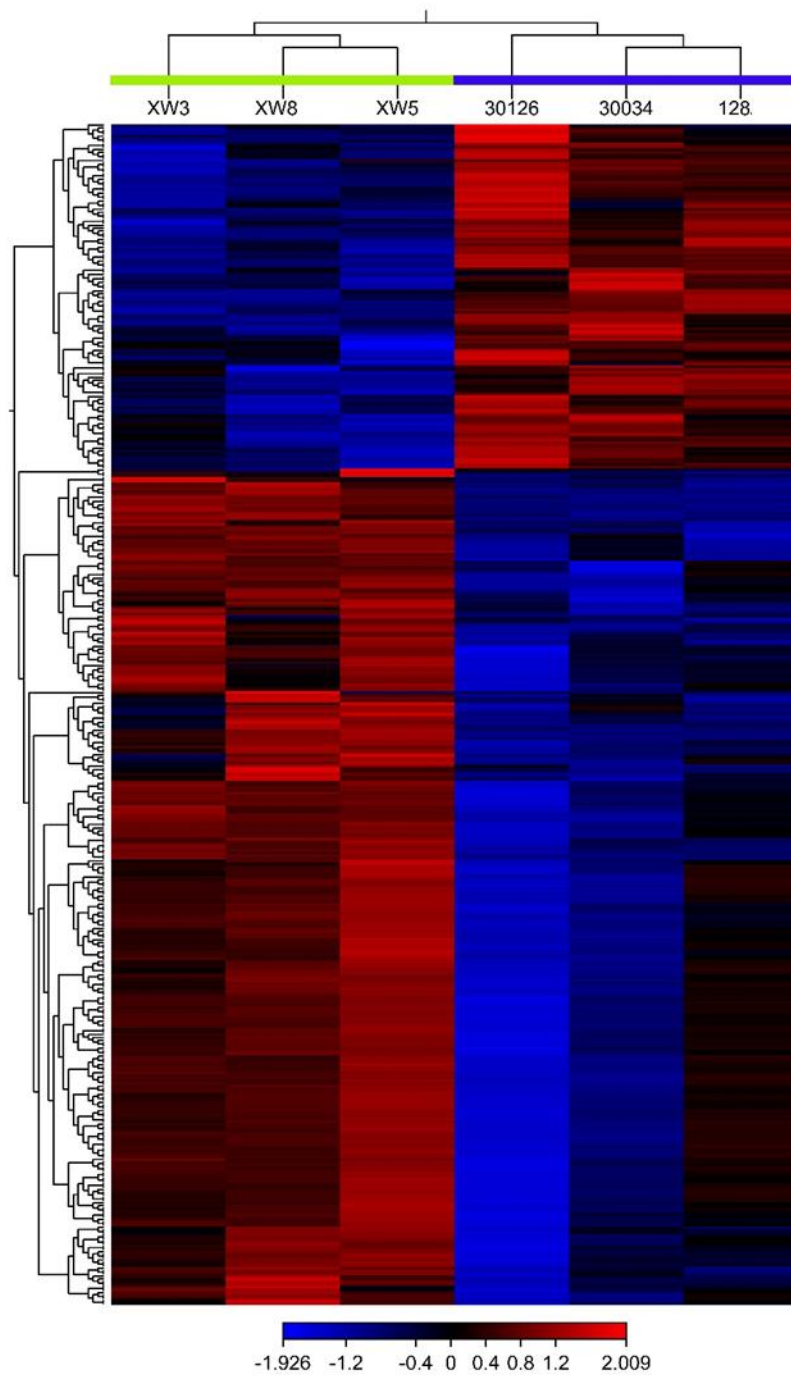

Figure S2. Heat map of differential expression genes (DEGs).

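The heat map shows the genes of Table S2, which were chosen for their difference between these 6 sheep. Of the 435 genes, 425 had at least 10 counts in at least 3 sheep. All SM sheep lay above all STH sheep in 119 of them and all STH sheep above all SM sheep in 277, so that the breeds overlapped in the remainder. Across these genes, which are not independent replicates, the log2 fold changes computed here had a Pearson r of 1.000 with those of Table S2, and the largest absolute difference was 0.07.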

Supplementary tables

Table S1: statistic of reads mapping

Table S2: The DEGs list between SM and STH sheep

Table S3: qPCR primers list

How the deposited data were processed for this re-analysis (not part of the article)

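Skin RNA of 3 SM and 3 STH ewes was sequenced as 1 paired-end library per sheep. The authors mapped the reads to Oar_v4.0 with the advanced RNA-seq plugin of CLC Genomics Workbench, and the values of each library were deposited separately, without pooling. The deposited total count of each gene is a whole number without normalization, and which classes of reads the authors counted is not stated in the text of the paper. The RPKM values deposited by the authors follow the counted fragments of Table S1 and the exon length of each gene, and they are also given for genes whose total count is 0 in every sheep. The TPM values deposited by the authors are the RPKM values rescaled to a common sum, and they were not used for any result here. The authors also deposited a score that they call CPM, which is the count scaled to an effective library size and was not used for any result here. Intronic shares are from Table S1.

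The samples were assigned to the breeds by the labels and by Table S1 and Figure S1, which name the same 3 sheep for each breed. The sheep labels are individual animals and pair no SM sheep with an STH sheep, so that no paired comparison was made. Total counts ranged from 28870583 to 44645091 with a median of 42616110 in SM and 30868650 in STH sheep. At these depths 3 counts correspond to between 0.0672 and 0.104 CPM. Such floors cover counting error only and not the spread between animals.

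Genes with at least 10 counts in at least 3 sheep were kept, 15320 in all. Counts were normalized by the TMM method of edgeR 4.0.16 in R 4.3.3 and tested by its quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest with the default settings of that version) with breed as the only term. P values were adjusted by the Benjamini-Hochberg method, and a gene passed when the adjusted p was under 0.05 and the absolute log2 fold change over 0.585. The standard error of a log2 fold change is its size divided by the square root of the F statistic. This test was set as the main one before the counts were seen, and it remained so after it gave 0 genes, although other planned tests gave counts nearer to those of the paper. Per-sheep values are TMM-normalized CPM. Principal components were computed from log2 CPM with a prior count of 2. Values of gene sets are the median log2 fold change over the set and the mean log2 CPM of each sheep, compared by an exact two-sided permutation test whose smallest p is 0.1. The sets come from Tables 3, 4 and 6 and from the figures of the paper. They were picked by the paper from these same libraries, so no enrichment was tested. Correlations over the 6 sheep were tested by exact permutation, and Benjamini-Hochberg adjusted over 3 relations.

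The genes named are genes that the paper names, apart from KRTAP5.4 and LOC105611408, which were taken by their symbol or from the name table. The 41 given under the alternatives were chosen among the named genes after their values had been seen. The rule set beforehand would also have added, in each direction, the 5 genes with the smallest adjusted p among the genes past both thresholds whose sheep did not overlap, and it added none because no gene passed. Gene names are those of the files, with the name table matching 21630 of the 28394 identifiers. Coordinates are those of the files, in Oar_v4.0. IFI27 was not analysed here because no gene was found under that symbol.

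The alternatives tried were DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, other count filters, upper quartile and RLE normalization, the intronic share as a covariate, removal of each sheep's loess trend on exon length (span 0.5), stricter and looser thresholds, other settings of the principal component analysis, and each sheep left out in turn. The quasi-likelihood test with the newer dispersion estimate, limma-voom (limma 3.58.1) and the likelihood ratio test without a filter were added after seeing the data. The tests were tried on simulated counts with the means, library sizes and dispersions of these libraries and 200 changed genes. Genes were simulated independently of each other. The changed ones were taken above a minimum of expression, with changes larger than the median of most sets. The quasi-likelihood test recovered 180 of the 200 genes with 10 false calls among 190 calls, the likelihood ratio test 185 with 41 among 226, and DESeq2 185 with 47 among 232. For the genes with an RPKM but no count, limma with a trend was applied to log2(RPKM + 0.1), over 1306 genes with an RPKM of at least 0.1 in at least 3 sheep, after scaling by the TMM factors of the counted genes and by the ratio of total counts to the counted fragments of Table S1. This comparison was chosen after seeing the data. A fold change on that scale understates the change of genes with low values. On simulated values it recovered 194 of 200 changed genes with 10 false calls. The simulated changes were larger than that of any mitochondrial gene, and calls were made on the adjusted p alone. Tables and permutation tests were computed with Python 3, numpy and scipy. Wool traits, histology, hormone levels and qPCR were not analysed here, and the gene ontology and network analyses were not repeated. The values of some genes named by the paper, CASP14, PKN2, SYNE2, TPM1 and ZNF175 among them, are left out of the text.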

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

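The tests on the mitochondrial share and on the uncounted genes were chosen only after these results had been seen.

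The mitochondrial genes, which the paper does not discuss, have a total count of 0 in every sheep but an RPKM, so that their signal is absent from every test on counts. Their share of the summed RPKM was 5.46% ± 1.76 (SD, n = 3) in SM and 8.66% ± 1.53 (SD, n = 3) in STH sheep, with values of 7.36%, 5.12% and 3.88% in SM sheep 128, 30034 and 30126 and 7.23%, 10.3% and 8.48% in STH sheep XW3, XW5 and XW8. The breeds overlapped (exact two-sided permutation test, p = 0.2, where 0.1 is the smallest possible). All 13 mitochondrial genes were lower in SM sheep, with log2 fold changes from -1.58 to -0.23 and a median of -0.86 on the log2(RPKM + 0.1) scale, and 8 had an unadjusted p under 0.05 in limma's test, but the smallest adjusted p was 0.358. A technical explanation is that the share moves with the composition of the library, for which the intronic share of Table S1 is a measure. Over the 6 sheep the mitochondrial share was correlated with the intronic share, with a Pearson r of 0.85 (exact permutation p = 0.0347, adjusted p = 0.0521 over 3 relations) and a Spearman rho of 0.83 (exact permutation p = 0.0583, adjusted p = 0.175). Without the 2 sheep farthest from the median intronic share r was 0.91. From deviations from the breed means r was 0.88 (exact permutation p = 0.0833, adjusted p = 0.125). The correlation within breeds is large but its p is not under 0.05, so a difference between the breeds in mitochondrial transcripts cannot be told apart from a difference in library composition. RNA integrity and library batch were not tested, because they are not given for each sheep.

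Among the 1306 genes with an RPKM but no count that were tested, 3 passed an adjusted p of 0.05 and an absolute log2 fold change of 0.585 in limma's test, 1 higher in SM and 2 higher in STH sheep, and 130 had an unadjusted p under 0.05. None of the 435 genes of Table S2 is among the uncounted genes. Of the 10 splits of the 6 sheep into 3 and 3, only the real one gave as many as 3, and no other gave more than 1. With 10 splits the share cannot fall under 0.1, so this comparison could not have ruled out a random grouping of the sheep whatever its outcome, and it is no evidence for one. The split of sheep 128, XW5 and XW8 from the others gave 262 genes at an unadjusted p under 0.05, more than the 130 of the real split. On simulated values the test made 10 false calls beside the 194 of 200 changed genes it recovered. The simulated changes were larger than that of any mitochondrial gene, so this recovery says nothing about changes of that size. Why the authors' counting left these genes out was not tested.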

How the results depend on the processing

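The number of genes past the thresholds changed with the test and with the sheep included. The quasi-likelihood test gave 0 genes higher in SM and 0 higher in STH sheep, with 2762 genes at an unadjusted p under 0.05. DESeq2 gave 156 and 283, with 323 of the genes in Table S2. The likelihood ratio test gave 133 and 219, with 277 in Table S2, and the exact test 128 and 204, with 268 in Table S2. The cause of the difference between tests was not tested. On simulated counts the likelihood ratio test made 41 false calls among 226 and DESeq2 47 among 232. The quasi-likelihood test made 10 among 190 and recovered 180 of the 200 changed genes. The simulated genes varied independently of each other, and their changes were larger than the medians of most sets. The simulation therefore cannot show whether the number of sheep accounts for the 0 genes of the quasi-likelihood test.

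Within the quasi-likelihood test, dropping the filter on counts gave 1 gene higher in SM and 1 higher in STH sheep, with 2 in Table S2, and removing the length trend gave 2 higher in STH sheep, with 2 in Table S2. The count stayed at 0 in both directions with at least 10 counts in every sheep (2602 genes at an unadjusted p under 0.05), upper quartile normalization (2839), RLE normalization (2753), the intronic share as a covariate (2376), an adjusted p under 0.05 without a fold threshold, and an adjusted p under 0.01. Across the 6 fits that each left out one sheep, the count ranged from 0 to 203 genes higher in SM and from 0 to 972 higher in STH sheep, with 0 to 345 genes of Table S2. The highest counts came without SM sheep 128, and the other 5 fits gave at most 1 and 2 genes. Of 3 alternatives chosen after seeing the data, the quasi-likelihood test with the newer dispersion estimate gave 0 and 2, with 2 in Table S2, limma-voom gave 0 and 0 (3155 genes at an unadjusted p under 0.05), and the likelihood ratio test without a filter gave 137 and 233, with 283 in Table S2. The causes were not tested.

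The share of variance on the first principal component, 40.7%, was 46.1% with genes scaled to unit variance, 48.5% with genes of at least 10 counts in at least 3 sheep and 48.7% from RPKM, and ranged from 34.5% to 48.1% across the analyses that each left out one sheep. The cause was not tested. The breeds stayed separated on this component under all of these settings, but the exact test cannot give a p under 0.1 in this design, so its p shows no stability. The limit for a change in this share, the SD of the 6 shares with one sheep left out (5.27), was chosen after seeing the values, as was the limit for the sets, the larger SD between sheep of one breed.

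The medians of the interferon, lipid, KRTAP, muscle, centrosome, nucleolus and EDC sets kept their direction under upper quartile and RLE normalization, the intronic covariate, removal of the length trend and each sheep left out. Across the fits that each left out one sheep, the median ranged from 1.60 to 2.74 for the interferon set (lowest without SM sheep 30034), 0.69 to 0.99 for the lipid set, 0.87 to 1.67 for the KRTAP set, -1.31 to -0.86 for the muscle set, -1.53 to -0.80 for the centrosome set, -1.42 to -0.76 for the nucleolus set and -1.48 to -1.08 for the EDC set. The causes were not tested. Only the interferon set without SM sheep 30034 moved by more than the SD between sheep, but leaving out 1 of 3 sheep seldom moves a mean by that much, so a smaller shift shows little stability. Of the 41 genes named, LOC105611408 reversed, with log2 fold changes of -0.40 with the intronic covariate and from -0.29 to 0.54 across the fits that each left out one sheep, negative without SM sheep 30126 (-0.29) and without STH sheep XW5 (-0.01). No other named gene changed sign. Of the 41 genes, 25 passed both thresholds with the likelihood ratio test and 28 with DESeq2.

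Counts of uniquely mapped reads, counts including introns, and a correction for GC content were planned but not run, because the reads and a genome of this build were not used here. The alternatives for RPKM alone were not needed, since counts were used. No paired analysis was possible because the sheep of the breeds share no replicate number.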

Differences from the paper's values

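The paper reports 127 genes higher in SM sheep, against 0 here with the quasi-likelihood test and its 2762 genes at an unadjusted p under 0.05. The paper names the EdgeR algorithm but not which of its tests was used, so its counts and the 0 may come from different tests. Of the alternatives set before the data were examined, DESeq2 (156), edgeR's likelihood ratio test (133) and edgeR's exact test (128) came within 1.5 times the paper's count, and none of the others did: the other filters, normalizations and thresholds, the intronic covariate and the removal of the length trend gave at most 1 gene, and leaving out single sheep gave 0 to 203.

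The paper reports 308 genes higher in STH sheep, against 0 here. DESeq2 (283) and the likelihood ratio test (219) came within 1.5 times the paper's count, while the exact test (204) did not, nor did the other alternatives set before the data were examined, which gave at most 2 genes, or 0 to 972 without single sheep. The likelihood ratio test without a filter, which was chosen after seeing the values, gave 137 genes higher in SM and 233 higher in STH sheep, both within 1.5 times the paper's. The log2 fold changes themselves differed little: those of the 40 genes in Tables 5 and 6 were all within their standard error of the paper's.

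The paper lists an FDR under 0.05 for 37 of the 40 genes in Tables 5 and 6. Here their adjusted p lay between 0.0606 and 0.261 with the quasi-likelihood test, and 24 were under 0.05 with the likelihood ratio test and 29 with DESeq2. The paper describes all EDC genes of Table 6 as highest in STH sheep, whereas PGLYRP2 had a log2 fold change of 1.42, higher in SM sheep, as its row in that table also shows. The legends of Figs 3 and 4 assign green to genes higher in SM sheep, whereas KRT1 and IVL, drawn in green, had log2 fold changes of -1.20 and -1.05, and ISG15 and MX1, drawn in red, had 3.03 and 2.48. LRAT is drawn in green in Fig. 5, as is FABP4, but its log2 fold change was 1.15 against -1.84 for FABP4. The paper includes TGFB1 among the differentially expressed genes chosen for qPCR, but it is not in Table S2 and had a log2 fold change of 0.34 (adjusted p = 0.393).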

Other observations

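The tests of random splits under the quasi-likelihood test, of PC1, of the intronic share in the centrosome and nucleolus sets, and of single sheep in the interferon and KRTAP sets were chosen only after the result was seen. The tests of splits under the likelihood ratio test and DESeq2, of transcript length, of the intronic share in the muscle and lipid sets and of muscle markers were written down before.

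Each test was repeated for the 10 splits of the 6 sheep into 3 and 3. With the quasi-likelihood test the real split gave 0 genes, also among those of Table S2, so that all 10 of 10 splits had to give at least as many and the comparison tests nothing. With the likelihood ratio test only 1 of the 10 splits, the real one, gave as many as its 352 genes, and with DESeq2 only 1, the real one with 439. The 10 splits cannot give a share under 0.1, so for the likelihood ratio test and DESeq2 this comparison could not have ruled out a random grouping whatever its outcome, and it is no evidence for one. The next largest split set sheep 128, XW5 and XW8 against the others, with 64 genes in the likelihood ratio test and 130 in DESeq2, and with 2269 genes at an unadjusted p under 0.05 in the quasi-likelihood test against 2762 for the real split. That split has the largest difference in mean intronic share of the 10, 5.89 percentage points, against 3.18 for the real one.

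The separation of the breeds on the first principal component may in part follow the composition of the libraries. A correlation of deviations from the breed means leaves out the difference between the breeds, so it cannot show what separates them. From deviations from the breed means, PC1 and the intronic share had an r of -0.98 (exact permutation p = 0.0278, the smallest that permutation within breeds can give, adjusted p = 0.0833 over 3 relations), and the pooled r was -0.89. PC1 and total counts had an r of 0.47 (exact permutation p = 0.367, adjusted p = 0.367), which leaves library size open. A biological difference between the breeds and a difference in intronic reads could both contribute to this axis, since the intronic share itself was 16.5% ± 5.19 (SD, n = 3) in SM and 19.6% ± 1.90 (SD, n = 3) in STH sheep (exact two-sided permutation test, p = 0.5). A candidate source of the intronic reads is unspliced RNA or genomic DNA in the samples, and this was not tested.

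The sets differed in how far the intronic share, added as a covariate, changed them. The centrosome set kept 69.1% of its median log2 fold change, the nucleolus set 69.5% and the muscle set 79.7%, and the lipid set, higher in SM sheep, 78.1%. These values lie between the limits set for the tests (under 50% if the intronic share were the source, at least 80% if not), so for these 4 sets the differences cannot be told apart from a contribution of library composition. The other sets were compared only after their values were seen, and among those higher in STH sheep some changed less or in the other direction and some as much. The median log2 fold change went from -1.05 to -1.004 for the contractile fibre, from -0.94 to -0.99 for the structural constituents of muscle, from -1.14 to -1.04 for the cornified envelope, from -1.22 to -1.04 for the EDC genes and from -0.90 to -0.76 for the actin cytoskeleton. It changed about as much as for the centrosome and nucleolus sets in the regulation of DNA metabolism (-1.02 to -0.71), the microtubule organizing genes (-1.13 to -0.79) and the skin development network (-0.89 to -0.64). Among the sets higher in SM sheep it went from 2.48 to 2.42 for the interferon genes, from 1.30 to 1.15 for the KRTAP genes, from 0.84 to 0.78 for cofactor binding, from 1.45 to 1.26 for the lipid particle, from 1.04 to 0.88 for transferase activity, from 1.31 to 1.09 for the intermediate filament and from 0.92 to 0.74 for the endoplasmic reticulum membrane. The median rose, from 2.11 to 2.39, for the genes of the interferon network. It fell from 0.95 to 0.77 for the lipid network genes named in the legend, and from 0.28 to 0.06 for the S100A genes. Transcript length is a less likely source, since after removal of the length trend the nucleolus set kept 88.6% and the centrosome set 87.4%.

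Removing SM sheep 30034, in which every gene of the interferon set was highest, left that set with a median log2 fold change of 1.60. Removing STH sheep XW5, in which several KRTAP genes were lowest, left the KRTAP set with 0.87. Both stayed over 0.585, so among these sheep neither difference rests on that sheep alone. The interferon genes and most of the KRTAP genes were picked by the paper for their difference between these same sheep. A median over 0.585 without 1 of them was therefore likely, and it says little about other sheep of the breeds. An infection or other exposure that differed between the sheep was not recorded for each animal here, and sharing of reads between KRTAP paralogs was not tested.

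The paper proposes larger or more arrector pili muscles in STH skin as a source of the muscle genes. Markers of skeletal and smooth muscle were listed before their values were seen. The 10 tested skeletal muscle markers had a median log2 fold change of -0.16, smaller in size than the limit of 0.585 set for skeletal muscle fibres as the source, although their mean was higher in every STH sheep than in any SM sheep. The 13 tested smooth muscle markers, none of them in the paper's muscle set, had a median of -0.64. All 13 were lower in SM sheep (12 of 13 with upper quartile normalization, without SM sheep 128 and without STH sheep XW3). Their log2 fold changes ranged from -1.37, for a gene of Table S2, to -0.009. None passed both thresholds in the quasi-likelihood test, while 5 did in the likelihood ratio test and 5 in DESeq2. Their mean was higher in every STH sheep than in any SM sheep (exact two-sided permutation test, p = 0.1, the smallest possible). The size of the median was over the limit of 0.585 with all 6 sheep, but under it with the length trend removed (-0.53), without SM sheep 128 (-0.58) and without STH sheep XW3 (-0.50). More smooth muscle in the STH samples is a candidate explanation that depends on these choices, and the smooth muscle may be of arrector pili, vessels or another source, and the depth of the skin samples was not tested.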
